# Bdf1 Bromodomains Are Essential for Meiosis and the Expression of Meiotic-Specific Genes

**DOI:** 10.1371/journal.pgen.1006541

**Published:** 2017-01-09

**Authors:** Encar García-Oliver, Claire Ramus, Jonathan Perot, Marie Arlotto, Morgane Champleboux, Flore Mietton, Christophe Battail, Anne Boland, Jean-François Deleuze, Myriam Ferro, Yohann Couté, Jérôme Govin

## Abstract

Bromodomain and Extra-terminal motif (BET) proteins play a central role in transcription regulation and chromatin signalling pathways. They are present in unicellular eukaryotes and in this study, the role of the BET protein Bdf1 has been explored in *Saccharomyces cerevisiae*. Mutation of Bdf1 bromodomains revealed defects on both the formation of spores and the meiotic progression, blocking cells at the exit from prophase, before the first meiotic division. This phenotype is associated with a massive deregulation of the transcription of meiotic genes and Bdf1 bromodomains are required for appropriate expression of the key meiotic transcription factor *NDT80* and almost all the Ndt80-inducible genes, including APC complex components. Bdf1 notably accumulates on the promoter of Ndt80 and its recruitment is dependent on Bdf1 bromodomains. In addition, the ectopic expression of *NDT80* during meiosis partially bypasses this dependency. Finally, purification of Bdf1 partners identified two independent complexes with Bdf2 or the SWR complex, neither of which was required to complete sporulation. Taken together, our results unveil a new role for Bdf1 –working independently from its predominant protein partners Bdf2 and the SWR1 complex–as a regulator of meiosis-specific genes.

## Author Summary

Chromatin modifying proteins play a central role in transcription regulation and chromatin signalling. In this study we investigated the functional role of the bromodomains of the chromatin protein Bdf1 during yeast gametogenesis. Our results show that the bromodomains of Bdf1 are essential for meiotic progression and the formation of mature spores. Bdf1 bromodomains are required for the expression of key meiotic genes and the master regulator *NDT80*. Forced expression of *NDT80* can partially rescue the formation of spores when Bdf1 bromodomains are mutated. The results presented here indicate that Bdf1 forms two exclusive complexes, with Bdf2 or with the SWR complex. However, none of these complexes are required for sporulation progression. To conclude, our findings suggest that Bdf1 is a new regulator of the meiotic transcription program and of the expression of the master regulator *NDT80*.

## Introduction

Protein members of the BET family share a conserved modular architecture, with two bromodomains in their N-terminal part, an extra-terminal recruitment (ET) domain and other conserved motifs. Bromodomain modules bind acetylated lysines in histones and other proteins, and BET bromodomains specifically recognise the acetylated lysines of core histones, in particular H3 and H4 [1].

BET proteins are present in unicellular eukaryotes such as the model organism *Saccharomyces cerevisiae*, where two homologous genes, Bdf1 and Bdf2, are expressed. Bdf1 has a typical BET protein structure, with two bromodomains, one ET domain and other conserved motifs. Multiple functional roles have been proposed for this protein, which was first described as a regulator of snRNA [2] and then identified as part of the yeast’s general transcription factor, TFIID [3]. In yeast, unlike its human homologue TAF(II)250, the TAF(II)145 protein lacks a module with bromodomains. Bdf1 could thus represent the missing piece of this yeast TAF complex [3,4]. Moreover, Bdf1 plays a role in regulating gene expression in response to various stresses [5–8].

Bdf1 has been shown to be part of the SWR complex, which is responsible for the incorporation of the histone variant H2A.Z into chromatin [9,10]. Bdf1 is not required for the enzymatic activity of Swr1 but facilitates H2A.Z incorporation *in vivo* [5,11,12]. Two studies demonstrated that Bdf1 bromodomains are functional and bind multi-acetylated histones, where they mediate an anti-silencing function and prevent the spreading of Sir proteins at heterochromatin boundaries [13,14]. Unexpectedly, a high throughput study also implicated Bdf1 in pre-mRNA splicing [15]. Thus, this protein could potentially link chromatin remodelling, transcription initiation and pre-mRNA splicing.

Most of the data describing the functions of Bdf1 were obtained using vegetative *S*. *cerevisiae* cells. However, Bdf1 was described to play an essential role for sporulation when its gene was first identified in yeast [16]. In this process, nutrient starvation triggers a specific differentiation program in diploid *S*. *cerevisiae*, starting with meiosis and ending with the formation of four quiescent spores [17,18]. In their seminal work, Chua et al. [16] identified Bdf1 as a chromosomal protein with two bromodomains which was required for meiosis progression. We also found that spore chromatin is highly compacted, hyperacetylated, and enriched in Bdf1 [19]. Altogether, this information suggests that Bdf1 plays a functional role during the meiotic and post-meiotic stages of sporulation.

In mammals, Brd2, Brd3 and Brdt play specific roles in cellular differentiation in a range of tissues [20–22]. Thus, Brd2 is involved in neuronal development and differentiation [23,24], while Brd3 is essential to erythropoiesis [25]. Brdt is only expressed in the testis and regulates the expression program of meiotic and post-meiotic genes, driving the transcription program throughout sperm differentiation [26]. In addition, it is a key player in the final chromatin reorganisation step found in the final spermatic structure [27]. Brdt preferentially binds to hyperacetylated histones and promotes a drastic chromatin reorganisation during sperm differentiation [28,29]. Brd4 is also involved in regulating transcription during post-meiotic sperm differentiation and final chromatin reorganisation [30].

Altogether, BET proteins are important for gametogenesis. The role of Bdf1 during sporulation was the focus of the study presented here. Our results indicate that, although Bdf1 bromodomains are not required for growth on non-fermentable carbon sources, they are essential for sporulation to complete. Transcriptomic analysis during sporulation revealed that Bdf1 bromodomains play an essential coordinating role in the transcriptional program of meiosis leading to the formation of spores. In particular, Bdf1 was found to accumulate on the promoter of the master regulator *NDT80* before meiosis. This recruitment requires functional Bdf1 bromodomains and is essential for a normal expression of *NDT80*. Thus the ectopic expression of Ndt80 can partially overcome the defects observed when Bdf1 bromodomains are mutated. Finally, Bdf1 forms two exclusive complexes, neither of which was required for meiotic gene regulation or to complete sporulation.

## Results

### Specificity of Bdf1 bromodomains towards acetylated histones

#### Bdf1 bromodomains recognise multi-acetylated H4 *in vitro*

The specificity of Bdf1 bromodomains has been analysed with recombinant bromodomains (BD, Fig 1A). The functionality of these recombinant BD1 and BD2 domains was confirmed by control pull-down assays performed with H4 and tetra-acetylated H4 peptides (Fig 1B). Tyrosine residues 187 and 354 are essential for the functionality of Bdf1 bromodomains (S1A Fig, [14]). As expected, their mutation into a phenylalanine (Y-F) abolishes detectable binding of the BDs to either the acetylated or non-acetylated peptides (Fig 1B). Interestingly, additional pull-down experiments showed that Bdf1 bromodomain 2 has a lower affinity for H4 acetylated peptide than human Brd4 BD1 (S1B Fig). This could be explained by the fact that tyrosine 338 in *S*. *cerevisiae* is not conserved in human BET proteins, where this position is occupied by a tryptophan residue (S1A Fig). In support of this hypothesis, mutation of tyrosine 338 to tryptophan in Bdf1 bromodomain 2 dramatically increased its binding to acetylated H4 (S1B Fig); whether this difference in affinity has any functional role *in vivo* remains to be determined.

**Fig 1:**
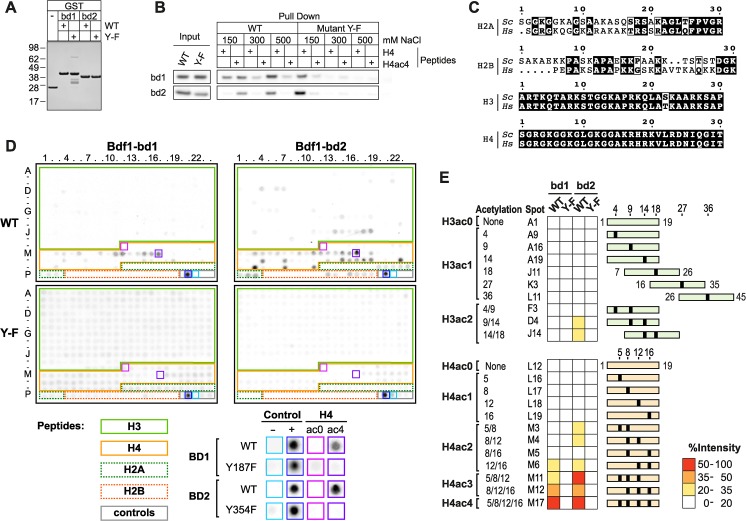
Bdf1 bromodomains bind multi-acetylated H4 tail. (A) Purified Bdf1 bromodomains (Coomassie stained gel). Wild-type (WT). Mutations are Y187F and Y354F for Bdf1 bromodomain 1 and 2, respectively. (B) Pull-down assay using histone H4 (H4) and tetra-acetylated H4 peptides (H4K5ac K8ac K12ac K16ac, H4ac4). (C) Sequence alignment of the N-terminal sequences of H2A, H2B, H3 and H4 from human (Hs) and *S*. *cerevisiae* (Sc). (D) Binding profiles on a histone peptide array for WT and Y-F mutant of Bdf1 bromodomains. Control, H2A, H2B, H3 and H4 peptides are highlighted in grey, dashed green, dashed orange, plain green, plain orange, respectively. Signal for background, positive control, H4ac0 and H4ac4 peptides are highlighted on the array and shown at a higher magnification below the array. Signal intensity data can be found in S1 Table. (E) Bdf1 bromdomain binding intensities for a selection of H3 and H4 peptides. Acetylated sites are represented by black boxes on green (H3) or orange (H4) rectangles.

The diversity of potential ligands of Bdf1 bromodomains was then explored using commercial peptide arrays of ~400 peptides mimicking modified residues in human core histones. While the H2A and H2B sequences diverge considerably between human and *S*. *cerevisiae*, the H3 and H4 sequences are almost identical, thus this array is appropriate for the study of these histones (Fig 1C). The salt concentrations optimized for the pull-down assays were used to give the best signal-to-noise ratio on the peptide arrays (Fig 1B, 300 mM NaCl for Bdf1-BD1 and 500 mM for Bdf1 BD2). Signals obtained with negative (mock) and positive controls (myc peptide) as well as the unmodified and tetra-acetylated H4 peptides were consistent with the results of the pull-down experiments (Fig 1B and 1D). Moreover, the Y-F mutation in BD1 and BD2 abolished binding to modified peptides, thus confirming the specificity of the interactions observed with the WT constructs on the peptide arrays (Fig 1D). Array signals were then quantified and normalised relative to the intensity of the positive control (myc peptide, data are presented in S1 Table). For both Bdf1 bromodomains, the strongest binding was detected with a H4 peptide tetra-acetylated on lysines 5, 8, 12 and 16 (H4ac4, Fig 1E), in line with previously published data from experiments using a recombinant protein containing both Bdf1 bromodomains [13, 14]. Our result suggests some redundancy in the ligand-binding affinity of both Bdf1 bromodomains. This redundancy contrasts with the affinities of the BET proteins Brd2 and Brdt bromodomains, which are specific for different acetylated sites [1,31].

#### Both Bdf1 bromodomains are required for H4ac4 recognition *in vivo*

Random transposon insertion identified Bdf1 as essential for sporulation [16]. In addition, the insertion of transposons inside the *BDF1* ORF induced sporulation defects only when the second bromodomain of Bdf1 was targeted [16]. For this study, we created a collection of mutant strains in which each bromodomain was deleted or mutated (Y-F mutation as described above, Fig 2A). The functionality of each construct was then tested by pull-down using whole cell extracts. As expected, WT Bdf1 specifically bound tetra-acetylated H4 peptides (Fig 2B). Point mutation in a single bromodomain did not totally abolish Bdf1 binding to acetylated H4 peptides, even though the signal was clearly decreased compared to the WT protein (Fig 2B). However, mutation of both bromodomains completely abolished the specific binding of Bdf1 to the H4ac4 peptide. Therefore, it appears that two functional bromodomains are necessary to maintain strong recognition of acetylated H4 by the Bdf1 protein *in vivo*.

**Fig 2:**
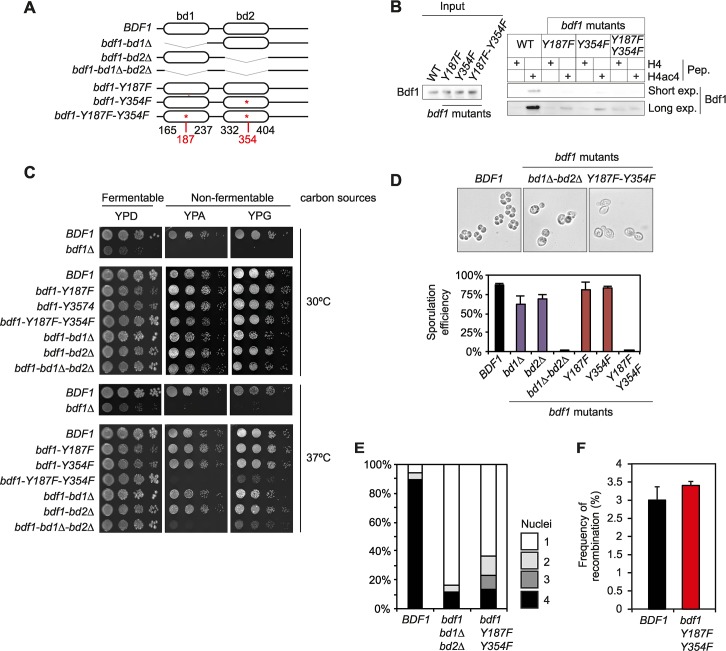
Bdf1 bromodomains are essential for sporulation. (A) Schematic representation of the different *bdf1* mutants. Bromodomains were deleted or mutated individually or in combination. Limits of bromodomains were based on [8]. Point mutations are identical to those used in Fig 1. (B) Pull-down analysis on H4 peptides (H4K5ac K8ac 12ac 16ac, H4ac4) using whole cell extracts from different *bdf1* mutant strains. Bdf1 was detected using an antiserum specifically developed for this study (S4A Fig). Two exposure times, short or long, are presented and labelled "Short Exp" and "Long Exp", respectively. (C) Growth assay with *bdf1* mutants on fermentable (glucose, YPD) and non-fermentable carbon sources (acetate or glycerol, YPA or YPG respectively). Assays were performed at two temperatures, 30°C and 37°C. (D) Sporulation efficiency of the Bdf1 bromodomain mutants. Mutation of both bromodomains of Bdf1 hampers the formation of spores (top). Quantification of sporulation efficiency (bottom). (E) Analysis of meiotic divisions by DAPI staining in *bdf1* mutant strains. (F) Analysis of meiotic recombination in the *bdf1-Y187F-Y354F* mutant using the heteroalleles *his4N / his4G*.

### Functional role of Bdf1 bromodomains *in vivo*

#### Bdf1 bromodomains are not required for growth on non-fermentable carbon sources

Several studies have already examined the requirement for Bdf1 to maintain growth on non-fermentable carbon sources [2,8,16,32]. We confirmed that *BDF1* is essential for growth at 30°C on non-fermentable carbon sources such as acetate and glycerol (Fig 2C). However, this phenotype does not depend on the functionality of Bdf1 bromodomains: their deletion / mutation does not affect yeast growth, even when both are deleted. However, a strain deleted or mutated for both bromodomains loses its capacity to grow on non-fermentable carbon sources at 37°C (Fig 2C). The Bdf1 protein has been suggested to be involved in mitochondrial function [8] and the fact that Bdf1 bromodomains are not required for the use of non-fermentable carbon sources could be related to a partial redundancy with *BDF2* (see below).

#### Bdf1 bromodomains are required for sporulation

Sporulation is induced when diploid yeasts are deprived of a fermentable carbon source and of nitrogen. Deletion of one bromodomain, either BD1 or BD2, reduced the efficiency of spore formation by 30% compared to a WT strain (Fig 2D); this phenotype was less pronounced when bromodomains were disrupted by point mutations. In contrast, deletion or mutation of both Bdf1 bromodomains abolished spore formation (Fig 2D). DAPI staining revealed that progression of meiosis was impaired when both Bdf1 bromodomains were non-functional (Fig 2E). This result indicates that Bdf1 bromodomains are specifically required during the interval between the pachytene phase and the first meiotic division.

Then, the effect of the mutation of Bdf1 bromodomains on meiotic recombination was tested using the heteroalleles *his4-N/his4-G*. In this assay, germination of wild-type spores on a medium without histidine (SC-HIS) was used to determine the frequency of formation of a wild type *HIS4* allele by recombination between the *his4-N/his4-G* heteroalleles. Even if most of the *bdf1-Y187F-Y354F* cells are stalled in meiosis after induction of sporulation, they can escape this arrest and return to vegetative growth if they are placed in rich medium. This escape pathway is called "return-to-growth" [33] and enabled the quantification of *HIS4* meiotic recombination in the *bdf1-Y187F-Y354F* mutant, even when no spores were formed. Altogether, comparable rates of recombination appear were measured in the wild-type and Bdf1 bromodomains mutants (Fig 2F). This result corroborates the phenotype described for a full length deletion of *BDF1* [16].

### Bdf1 bromodomains regulate the meiotic transcription program

Deregulation of some master regulators of sporulation could be an obvious explanation for failure to induce this differentiation program. The expression of early genes *IME1* and *IME2*, which is required for progression through meiotic S and G2 phases, was not significantly affected by mutation of the Bdf1 bromodomains (S2A Fig). Middle and late sporulation genes are essential for meiotic divisions and post-meiotic spore differentiation. The expression of a selection of these genes was tested by RT-qPCR and found to be defective when Bdf1 bromodomains are mutated (S2B and S2C Fig). This result is consistent with the sporulation phenotype of the strain, which is blocked at the transition between the pachytene phase and meiotic divisions.

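Diploid yeast of the SK1 background, WT or *bdf1-Y187F-Y354F*, was sampled before the induction of sporulation (0 h) and 4 and 8 h after it, with 3 biological replicates per strain and time-point and 18 samples in all. Poly(A)+ RNA was sequenced in single reads, and the authors trimmed the reads with Trimmomatic, aligned them with Bowtie2 and counted them per gene and per intron with HTSeq-count. The authors deposited these counts without normalization, for 7473 features per sample, of which 347 are introns. Between 3011885 and 6573731 reads per sample were counted on features, with a median of 4704195. By group, the median was 4598168 in WT and 3707081 in *bdf1-Y187F-Y354F* at 0 h, 4810222 and 4190921 at 4 h, and 5803665 and 5318230 at 8 h. With the reads that were not assigned to a feature, the files account for 3896016 to 8426636 reads per sample. Counts were normalized with the TMM method of edgeR, and normalized counts are given on the scale of the mean library. All 18 samples were tested in a single quasi-likelihood fit in edgeR, after a filter on low counts that left 6010 genes and 124 introns. A gene passed the threshold when it changed more than 2-fold with a Benjamini-Hochberg adjusted p-value below 0.05. Positions refer to genome build R64.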

RNA-seq experiments provided a general view of the transcriptional defects caused by mutation of both Bdf1 bromodomains. The expression of *BDF1* was monitored in triplicate experiments performed on the WT and in *bdf1-Y187F-Y354F* strains at three time-points (before sporulation induction (0 h), 4 and 8 hours after induction, Fig 3A). 

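*BDF1* (YLR399C, chromosome XII from 919536 to 921596) had 552.3 ± 103 normalized counts (SD, n = 3) in WT and 2745 ± 275 (SD, n = 3) in *bdf1-Y187F-Y354F* at 0 h (log2 fold change 2.314, standard error 0.21, adjusted p = 1.39e-05). At 4 h it had 1060 ± 19.9 in WT and 3022 ± 217 in the mutant (log2 fold change 1.512, standard error 0.204, adjusted p = 0.000122), and at 8 h 753.6 ± 125 and 2725 ± 807 (log2 fold change 1.854, standard error 0.206, adjusted p = 7.52e-06). All mutant replicates lay above all WT replicates at each time-point. The mutant held 497%, 285% and 362% of the WT count at 0, 4 and 8 h. Leaving out each sample in turn moved the log2 fold change from 2.176 to 2.449 at 0 h, from 1.45 to 1.545 at 4 h and from 1.543 to 2.054 at 8 h. Protein levels were not analysed here. The paper offers a compensatory response of the cell as a possible reason for the higher levels.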

The bioinformatics pipeline used in the analysis of the results of these experiments is presented in S3A Fig. Increased *BDF1* transcript and protein levels were detected when its bromodomains were mutated, possibly as part of a compensatory response by the cell (S3B Fig). 

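*BDF2* (YDL070W, chromosome IV from 331024 to 332940) had 1500 ± 105 normalized counts (SD, n = 3) in WT and 2245 ± 328 (SD, n = 3) in *bdf1-Y187F-Y354F* at 0 h (log2 fold change 0.5815, standard error 0.143, adjusted p = 0.0335). It had 3049 ± 138 against 6285 ± 596 at 4 h (log2 fold change 1.043, standard error 0.144, adjusted p = 0.000135) and 2689 ± 113 against 5943 ± 459 at 8 h (log2 fold change 1.144, standard error 0.144, adjusted p = 1.98e-05). The mutant thus held 150% of the WT count at 0 h, 206% at 4 h and 221% at 8 h. The value at 0 h was the least stable, with an adjusted p-value of 0.238 in a fit of only the 6 samples at 0 h and of 0.0556 with the replicate number as a block. The paper proposes that the rise during sporulation may be a compensation for the mutated bromodomains of Bdf1.

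**Figure D1:**
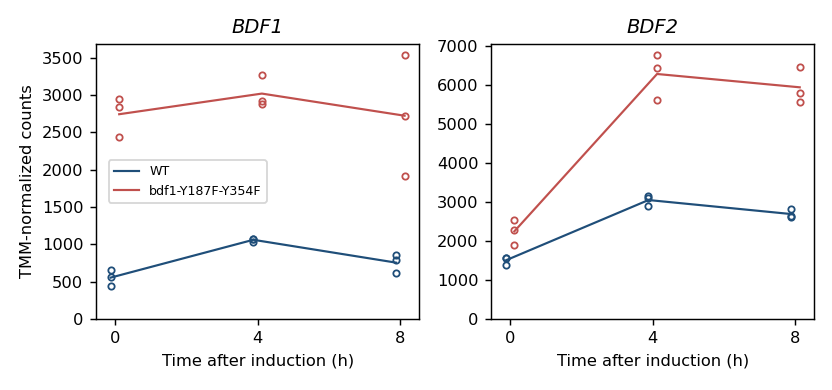
Normalized counts (vertical axes) of *BDF1* and *BDF2* against hours after the induction of sporulation, in WT (blue) and *bdf1-Y187F-Y354F* (red). Circles are replicates and lines join the means of 3. At 4 h the means of *BDF2* are 3049 in WT and 6285 in the mutant.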

Furthermore, our results confirmed that Bdf1 regulates *BDF2* mRNA levels, particularly during sporulation when the mutation of Bdf1 bromodomains may induce a compensatory overexpression of *BDF2* (S3B Fig, [34]).

**Fig 3:**
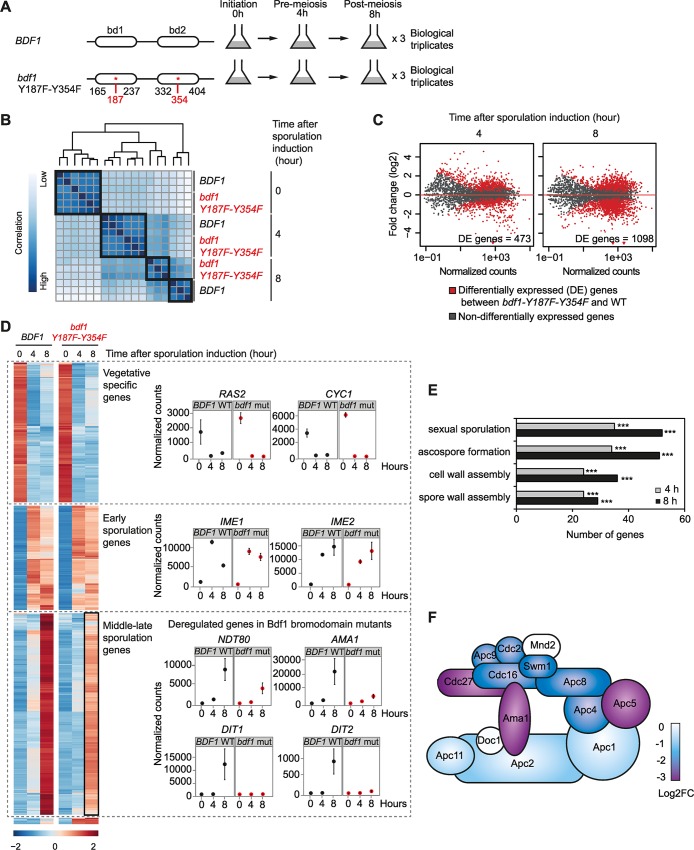
Bdf1 bromodomains regulate the meiotic transcription program. (A) Experimental design for RNA-seq experiments. (B) Unsupervised hierarchical clustering of the distance between samples. All replicates are presented. (C) MA-plots representing the mean normalised counts for each gene in the WT sample at different times after the induction of sporulation (x-axis). Fold change in expression levels when comparing the WT and *bdf1-Y187F-Y354F* strains are represented on the y-axis (log2). Differentially expressed (DE) genes (fold change below -2 or above 2, adjusted p-value < 0.05) are represented in red and their number is indicated at each time-point. Details of these genes can be found in S5 Table. (D) Clustering of the most variable genes during sporulation (left). Clusters were categorized based on the sporulation transcription program (left) and are presented with the expression levels of representative vegetative, early and middle genes (right). (E) Functional enrichment analysis of GO-defined biological processes among differentially expressed genes. The number of genes differentially expressed for each GO term is represented on the x-axis at 4 h (grey) and 8 h (black). The symbol *** indicates a p-value < 0.001. (F) Schematic representation of the APC complex subunits colour-coded to represent their fold change between WT and Bdf1 bromodomain mutants.

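Of the genes that the paper shows as early, *IME1* (YJR094C, chromosome X from 604569 to 605651) rose in WT from 963.6 ± 444 normalized counts (SD, n = 3) at 0 h to 12130 ± 482 at 4 h and 5331 ± 572 at 8 h. In *bdf1-Y187F-Y354F* it had 292 ± 111, 9494 ± 909 and 8199 ± 980 (SD, n = 3). *IME1* was lower in the mutant at 0 h (log2 fold change -1.713, standard error 0.313, adjusted p = 0.00581), and neither the value at 4 h (log2 fold change -0.3533, standard error 0.3, adjusted p = 0.426) nor that at 8 h (log2 fold change 0.621, standard error 0.301, adjusted p = 0.106) passed the threshold. *IME2* (YJL106W, chromosome X from 221390 to 223327) had 67.1 ± 17.5, 12760 ± 383 and 15200 ± 2800 in WT and 93.47 ± 23.1, 9641 ± 500 and 14640 ± 3030 in the mutant. Its difference between strains did not pass at 4 h (log2 fold change -0.4049, standard error 0.216, adjusted p = 0.193) or at 8 h (log2 fold change -0.05417, standard error 0.216, adjusted p = 0.86). At 4 h every mutant replicate lay below every WT replicate for both genes, and in a fit of only the 6 samples at 4 h the log2 fold changes were -0.3137 for *IME1* (adjusted p = 0.0123 in edgeR) and -0.3649 for *IME2* (adjusted p = 0.00258 in edgeR), below 2-fold. For *IME1* at 0 h, leaving out each sample in turn moved the log2 fold change from -2.056 to -1.424, while in a fit of only the 6 samples at 0 h it was -1.729 and did not pass (adjusted p = 0.181 in edgeR).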

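The likeness of samples was measured as Pearson's correlation across features of log2 counts per 1e6 counts, with 1 added before the logarithm. Since genes are not independent replicates, no p-value is given. Between replicates of the same strain and time-point the mean correlation was 0.9562 for WT and 0.9909 for *bdf1-Y187F-Y354F* at 0 h, 0.9889 and 0.991 at 4 h, and 0.9808 and 0.9613 at 8 h. Between time-points it was lower, at 0.7421 for WT at 4 h against 0 h and 0.6168 for WT at 8 h against 0 h. Clustering cut into 3 clusters gave the 3 time-points, with 6 samples each. Cut into 4, it also separated the strains at 8 h. Cut into 6, it separated the strains at 4 h, left the 6 samples at 0 h together and set replicate 3 of the mutant at 8 h apart.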

The distance between each replicate was analysed and, as expected, biological replicates appeared clustered by strain and sporulation time-point (Fig 3B). 

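At 0 h the mean correlation between WT and *bdf1-Y187F-Y354F* samples was 0.9677 over 9 pairs, from 0.963 to 0.9732. The pairs of WT replicates ranged from 0.9375 to 0.9851 (mean 0.9562), so the pairs across strains lay within the spread of the WT cultures. The pairs of mutant replicates ranged from 0.9888 to 0.9937 (mean 0.9909), above every pair across strains. With Spearman's correlation, the alternative that moved the value the most, the mean across strains was 0.9619. From the clustering at 0 h, the authors reason that the transcription program was similar in the strains before sporulation.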

Thus, before sporulation was induced, the transcription program was similar in the WT and *BDF1* bromodomain mutant strains. Defects started to accumulate from 4 h and culminated at 8 h when the *BDF1* bromodomain mutant strain stopped progressing through the sporulation program (Fig 3B and 3C). 

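The mean correlation between the strains fell to 0.9517 at 4 h (0.9441 to 0.9611 over 9 pairs) and 0.9157 at 8 h (0.8527 to 0.9544). At 4 h the lowest correlation between replicates was 0.9845 in WT and 0.9899 in *bdf1-Y187F-Y354F*, above every pair of samples from the different strains. The mutant at 8 h had a mean correlation of 0.8919 with WT at 4 h. Between 4 and 8 h, 1113 genes rose and 573 fell past the threshold in WT, against 670 and 41 in the mutant. An interaction contrast tested whether the mutant effect changed between 4 and 8 h, and 534 genes passed, 149 upward and 385 downward. Without a threshold on the fold change this number was 1170. With RLE size factors 78 genes passed upward and 472 downward. The paper presents the divergence as one that starts at 4 h and culminates at 8 h.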

The same observation was made based on an independent assessment using principal component analysis (S3C Fig).

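In a principal component analysis of the 500 most variable features, component 1 held 77% of the variance and component 2 held 18.6%. On component 1 the WT samples moved from -54 ± 2.29 (SD, n = 3) at 0 h to 16 ± 5.25 at 4 h and 55.7 ± 5.81 at 8 h. The *bdf1-Y187F-Y354F* samples moved from -58.1 ± 0.661 (SD, n = 3) to 0.592 ± 2.15 and 39.8 ± 6.1. The strains did not overlap on this component, but at 0 h they were separated by less than at 4 or 8 h. With all features in place of the 500 most variable, component 1 held 63.5% of the variance.

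**Figure D2:**
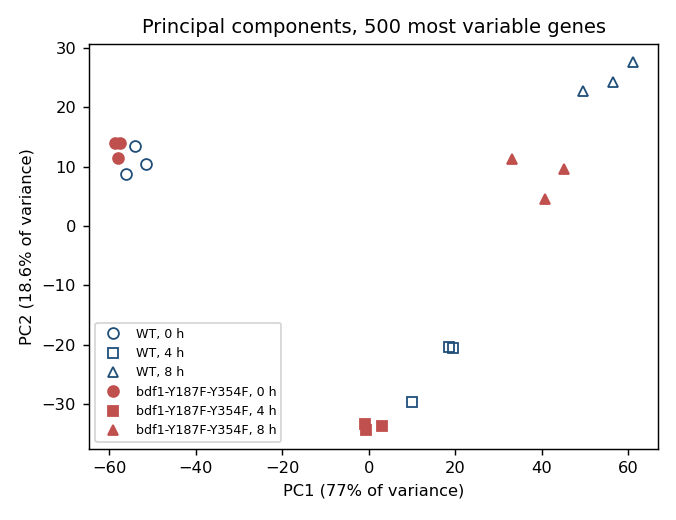
Position of the 18 samples on principal components 1 (horizontal axis) and 2 (vertical axis), from log2 counts per 1e6 counts of the 500 most variable features. Blue marks WT and red the mutant, and symbols mark the time-points. The mutant at 8 h has a mean of 39.8 on component 1, between 16 in WT at 4 h and 55.7 in WT at 8 h.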

#### Bdf1 bromodomains are not required for pre-mRNA splicing

Bdf1 was previously identified as important for pre-mRNA splicing [15,34]. Normalized counts for each intron were compared in the WT and *bdf1-Y187F-Y354F* strain in vegetative cells (S3D Fig). No significant difference was found on five intron containing genes, which were previously used as reporters for splicing efficiency [15]. 

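Introns were compared at 0 h by the mean over introns of the log2 normalized count in each sample, with 0.5 added before the logarithm. The 125 introns with a mean of at least 5 normalized counts gave 4.641 ± 0.575 (SD, n = 3) in WT and 4.473 ± 0.0743 (SD, n = 3) in *bdf1-Y187F-Y354F*. The mean log2 ratio was -0.169 (exact permutation test, p = 0.8, where 0.1 is the smallest p that 3 samples against 3 allow). Of these introns, 42 were higher and 83 lower in the mutant. In the edgeR fit, 2 of 124 introns had an adjusted p-value below 0.05, the lowest being 0.0337. Relative to the counts of the same genes, the log2 ratio was -0.144 (exact permutation test, p = 0.2). From the like levels of introns in both strains, the paper argues against a general splicing defect in the bromodomain mutant.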

In addition, no difference was found when considering all introns, in contrast to the defects observed in the *bdf1*Δ strain (S3D Fig, "all introns" and ref [15]).

#### Analysis of differentially expressed genes

The gene expression program was first examined during sporulation in the WT strain using the DESeq2 R-package, with an adjusted p-value less than 0.05 and a fold change below -2 or above 2. Results of this analysis were in agreement with previously published data [35–37]. Four hours after induction, 267 genes were significantly upregulated and 206 were significantly downregulated; after 8 hours, 343 genes were upregulated and 755 downregulated (S5 Table). 

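In WT, 1111 genes rose and 1245 fell past the threshold at 4 h against 0 h, and 1337 rose and 1316 fell at 8 h against 0 h, out of 6010 genes tested in edgeR. In *bdf1-Y187F-Y354F* the numbers were 1155 and 1178 at 4 h and 1341 and 1049 at 8 h. DESeq2 gave 1183 and 1213 genes in WT at 4 h, and 1487 and 1208 at 8 h. Across the fits that left out a sample, the total in WT was 2295 to 2473 at 4 h and 2518 to 2795 at 8 h. A test against a minimum change of 2-fold gave 730 and 803 genes at 4 h, and 1040 and 878 at 8 h.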

Representative downregulated genes at 4 h and 8 h are presented Fig 3D.

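Of the vegetative genes shown by the paper, *CYC1* (YJR048W, chromosome X from 526335 to 526664) fell in WT from 3884 ± 663 normalized counts (SD, n = 3) at 0 h to 313.5 ± 64.4 at 4 h and 370.3 ± 35.5 at 8 h, where its change from 0 h was -3.391 on the log2 scale (adjusted p = 4.65e-10). *RAS2* (YNL098C, chromosome XIV from 439602 to 440570) fell from 1914 ± 880 to 207.3 ± 19.5 and 388.3 ± 58.8, with a log2 fold change of -2.301 at 8 h (adjusted p = 5.71e-07). In *bdf1-Y187F-Y354F*, *CYC1* had 6704 ± 367, 196.2 ± 6.91 and 149.3 ± 40.5 normalized counts (SD, n = 3), and *RAS2* 2864 ± 378, 198.5 ± 30.5 and 172.8 ± 33.3. Both were lower in the mutant than in WT at 8 h (*CYC1*, log2 fold change -1.31, standard error 0.2, adjusted p = 9.54e-05, and *RAS2*, log2 fold change -1.167, standard error 0.255, adjusted p = 0.0016). Leaving out each sample in turn moved the log2 fold change of *RAS2* at 8 h from -1.335 to -1.108.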

The list of differentially expressed genes between the WT and the *bdf1-Y187F-Y354F* mutant strain was established for each time-point using the DESeq2 R-package (Fig 3C, S5 Table, p-value < 0.05 and |Fold change| > 2). 

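The lists of S5 Table, as available here, hold 468 genes at 4 h and 1093 at 8 h. Of these, 417 (89.1%) and 949 (86.8%) passed the threshold in the edgeR fit. All 439 and 1060 listed genes that were tested changed in the listed direction. The correlation between the listed log2 fold changes and those computed here was 0.9965 at 4 h and 0.9998 at 8 h, over genes, which are not independent replicates. With DESeq2, 437 (93.4%) and 1064 (97.3%) of the listed genes passed.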

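At 0 h, 86 of 6010 genes passed the threshold between *bdf1-Y187F-Y354F* and WT in the edgeR fit, 15 higher and 71 lower in the mutant. *THI2* (YBR240C, chromosome II from 700490 to 701842) had 67.28 ± 17.6 normalized counts (SD, n = 3) in WT and 9.231 ± 1.95 (SD, n = 3) in the mutant (log2 fold change -2.816, standard error 0.263, adjusted p = 1.39e-05). *ARG3* (YJL088W, chromosome X from 268799 to 269815) had 449.1 ± 95.1 normalized counts (SD, n = 3) in WT and 58.43 ± 7.63 (SD, n = 3) in the mutant (log2 fold change -2.924, standard error 0.301, adjusted p = 3.39e-05). *SEO1* (YAL067C, chromosome I from 7235 to 9016) had 733.5 ± 280 normalized counts (SD, n = 3) in WT and 113.7 ± 43.6 (SD, n = 3) in the mutant (log2 fold change -2.672, standard error 0.301, adjusted p = 9.8e-05). Among the largest changes were also *PAU5* (log2 fold change -4.1, adjusted p = 0.0314) and YFR054C (-2.811, adjusted p = 0.0487), each with fewer than 10 normalized counts in WT. With the replicate number as a block, their adjusted p-values in edgeR were 0.0545 and 0.066. Of 6 fits that left out a sample, *PAU5* kept an adjusted p-value below 0.05 in 2 and YFR054C in 1. The number of genes depended on how the spread between replicates was estimated and on the test. It was 117 with DESeq2, 68 with the replicate number as a block, 10 in an edgeR fit of only the 6 samples at 0 h, and 8 in a test against a minimum change of 2-fold. Across the fits that left out a sample it was 51 to 325. The paper takes the strains to be alike before sporulation.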

Of the genes analysed, none showed a statistically significant difference in expression before sporulation induction between the WT and *bdf1-Y187F-Y354F* strains. The same analysis was performed on the data obtained 4 and 8 hours after inducing sporulation; in these conditions large numbers of deregulated genes were identified, 473 and 1,098, respectively (Fig 3C and 3D, S5 Table). 

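In the edgeR fit, 445 genes passed the threshold between *bdf1-Y187F-Y354F* and WT at 4 h, 237 higher and 208 lower in the mutant. At 8 h 1047 genes passed, 424 higher and 623 lower. The largest increases at 4 h were those of *SNR52* (5.106 on the log2 scale), *SNR6* (4.831), *RPR1* (4.759), *SCR1* (3.78) and YDR215C (3.412). The largest decreases at 4 h were those of *RUF22* (-6.855), YFL012W (-5.844), *PFS1* (-5.215), *IRC18* (-4.794) and *SPO19* (-4.31). Some of these ratios rest on few reads. In WT at 4 h *SNR52* and *SNR6* had 0 to 2 reads per sample, YDR215C 1 to 10 and *RUF22* 4 to 26. In the mutant *RUF22* had 0. *SNR52*, *SNR6*, *RPR1* and *SCR1* are RNAs without a poly(A) tail, and carry-over of such RNA in the mutant libraries was not measured directly. At 8 h *SPL2* (3.244) rose the most, and *DIT1* (-6.82), YDL218W (-5.974), *DIT2* (-3.836), YLR012C (-3.706) and *SDD1* (-3.681) fell the most. DESeq2 gave 466 genes at 4 h and 1105 at 8 h. The split by direction at 8 h depended on the processing. It was 337 higher and 768 lower with DESeq2, 337 and 756 with RLE size factors, and 401 and 625 with the replicate number as a block. A test against a minimum change of 2-fold moved the numbers the most, to 77 and 268, while the adjusted p-value alone gave 1417 and 2678. Across the fits that left out a sample they were 347 to 457 and 809 to 1350.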

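*NDT80* (YHR124W, chromosome VIII from 356561 to 358444) had 1143 ± 324 normalized counts (SD, n = 3) in WT and 357.4 ± 90.7 (SD, n = 3) in *bdf1-Y187F-Y354F* at 4 h (log2 fold change -1.678, standard error 0.286, adjusted p = 0.000705), and 9017 ± 2700 and 4299 ± 1340 at 8 h (log2 fold change -1.069, standard error 0.278, adjusted p = 0.00537). The mutant count at 8 h was 47.7% of that in WT at 8 h, 376% of that in WT at 4 h and 69.6-fold its own count at 0 h. *AMA1* (YGR225W, chromosome VII from 945145 to 947019) had 2299 ± 17.8 and 1510 ± 66.5 at 4 h (log2 fold change -0.6059, standard error 0.263, adjusted p = 0.108), and 22280 ± 8580 and 5331 ± 1280 at 8 h (log2 fold change -2.063, standard error 0.272, adjusted p = 2.71e-05). *DIT1* (YDR403W, chromosome IV from 1274602 to 1276212) had 89.5 ± 14.8 and 36.23 ± 14.1 at 4 h (log2 fold change -1.284, standard error 0.416, adjusted p = 0.0349), and 12590 ± 6200 and 111.9 ± 57.1 at 8 h (log2 fold change -6.82, standard error 0.466, adjusted p = 2.54e-07). *DIT2* (YDR402C, chromosome IV from 1272234 to 1273703) had 953 ± 355 and 66.96 ± 16.5 at 8 h (log2 fold change -3.836, standard error 0.287, adjusted p = 4.56e-07). At 8 h all mutant replicates lay below all WT replicates for the 4 genes. *NDT80* at 8 h was the least stable of the values at 8 h, with an adjusted p-value of 0.0508 in a fit of only the 6 samples at 8 h. At 4 h *DIT1* kept an adjusted p-value below 0.05 in DESeq2 (0.0148) but in only 1 of 6 fits that left out a sample. The paper describes these genes as failing to be induced.

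**Figure D3:**
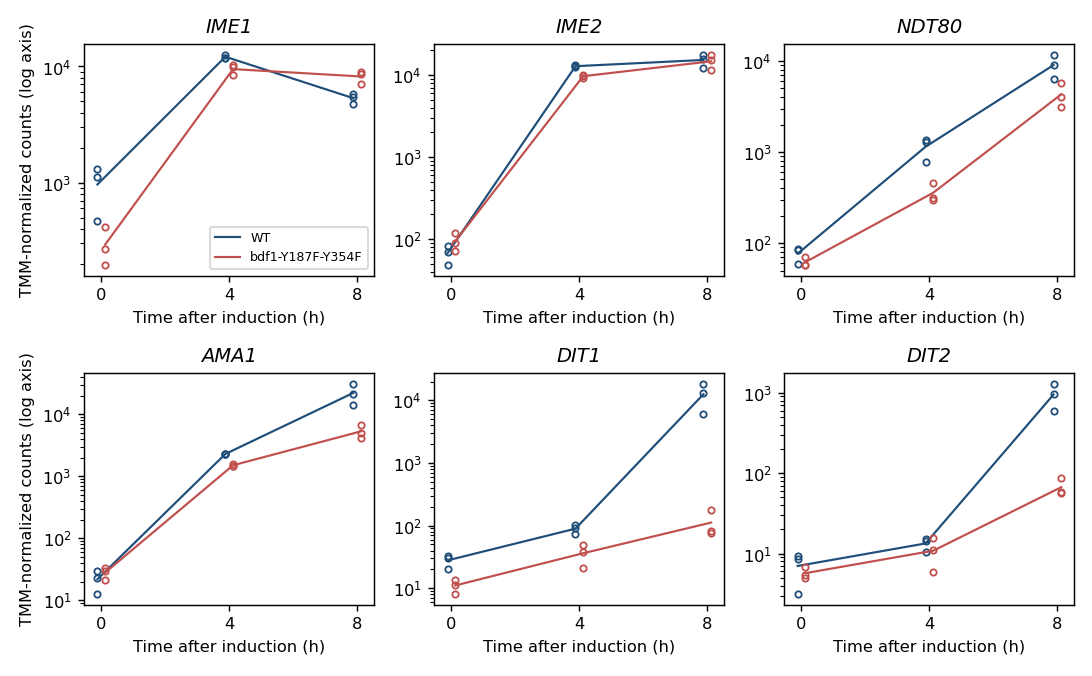
Normalized counts (vertical axes, logarithmic) against hours after the induction of sporulation, in WT (blue) and *bdf1-Y187F-Y354F* (red), for genes that the paper shows. Circles are replicates and lines join the means of 3. For *DIT1* at 8 h the means are 12590 in WT and 111.9 in the mutant.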

Notably, *NDT80*, *AMA1* and late genes such as *DIT1* and *DIT2* failed to induce when Bdf1 bromodomains were mutated (Fig 3D).

GO term analysis of genes differentially expressed during sporulation identified defects in groups of genes involved in sexual sporulation, ascospore formation, cell and spore wall formation (Fig 3E). 

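Of the 13 subunits of the APC complex, 12 were lower in *bdf1-Y187F-Y354F* with an adjusted p-value below 0.05 at 4 or 8 h, and 11 of these were past 2-fold. *CDC27* (YBL084C, chromosome II from 67169 to 69445) had 17230 ± 6450 normalized counts (SD, n = 3) in WT and 2126 ± 605 (SD, n = 3) in the mutant at 8 h (log2 fold change -3.019, standard error 0.263, adjusted p = 1.07e-06). *APC5* (YOR249C, chromosome XV from 798674 to 800731) had 3158 ± 916 and 704.4 ± 210 (log2 fold change -2.165, standard error 0.235, adjusted p = 6.01e-06). The log2 fold changes at 8 h of the other subunits past 2-fold were -1.66 (*CDC26*), -1.64 (*CDC16*), -1.505 (*APC9*), -1.383 (*APC4*), -1.263 (*CDC23*), -1.242 (*SWM1*), -1.115 (*APC1*), -1.076 (*APC2*) and -1.019 (*APC11*). *MND2* was lower at 4 h (log2 fold change -0.6172, standard error 0.13, adjusted p = 0.00309) and higher at 8 h (log2 fold change 0.4012, standard error 0.132, adjusted p = 0.0212). The rise of *MND2* at 8 h was not stable, with an adjusted p-value of 0.103 in DESeq2. It stayed below 0.05 in 2 of 6 fits that left out a sample. *DOC1* did not change at 8 h (log2 fold change -0.04766, standard error 0.139, adjusted p = 0.805). *AMA1*, an activator of the complex, had a log2 fold change of -2.063 at 8 h (adjusted p = 2.71e-05). A test against a minimum change of 2-fold moved the number of subunits the most, to 4. Leaving out a sample gave 9 to 11 past 2-fold.

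**Figure D4:**
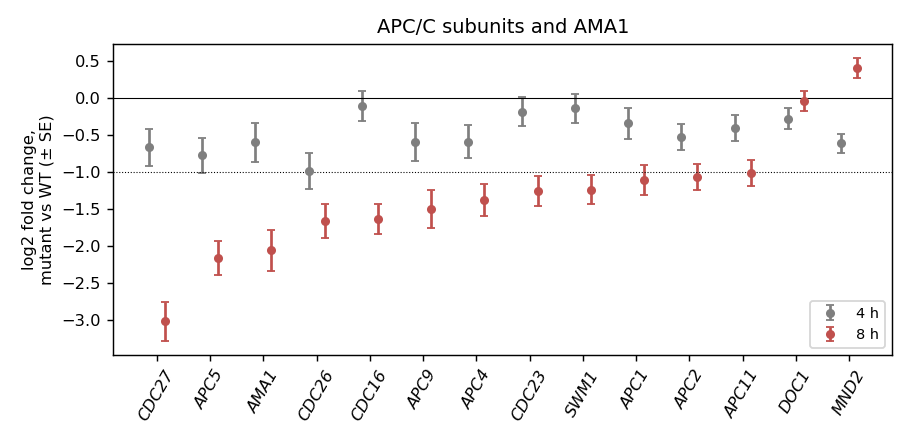
Log2 fold change of *bdf1-Y187F-Y354F* against WT (vertical axis) for the APC subunits and *AMA1* at 4 h (grey) and 8 h (red), with standard errors. *CDC27* has the lowest value at 8 h, -3.019.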

In addition, analysis of protein complex enrichment identified a defect in the expression of 11 of the 13 subunits of the APC complex (Fig 3F) and of *AMA1*, an activator of the APC complex. *AMA1* has an intron and its splicing was not affected during sporulation (S3E Fig).

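Few reads fell on the *AMA1* intron. At 8 h, 19 to 32 reads per sample were counted on it in WT and 10 to 16 in *bdf1-Y187F-Y354F*, against 11756 to 23817 and 4303 to 5943 on the gene. These are 30.5 ± 10.2 normalized counts (SD, n = 3) in WT and 12.2 ± 3.06 (SD, n = 3) in the mutant (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). In the edgeR fit of all features the intron was lower in the mutant at 8 h (log2 fold change -1.301, standard error 0.454, adjusted p = 0.0313), as was the gene (log2 fold change -2.063). Per 100 counts of the gene, the intron held 0.14 ± 0.0196 in WT and 0.244 ± 0.111 in the mutant at 8 h (exact permutation test, p = 0.1). In this ratio every mutant replicate lay above every WT replicate. At 4 h the intron held 0.204 ± 0.124 and 0.236 ± 0.23 per 100 counts of the gene (exact permutation test, p = 0.9). Taking the intron relative to the gene moved the log2 fold change at 8 h of the *AMA1* intron from -1.284 to 0.8023. From its intron counts, the paper concludes that splicing of *AMA1* was not affected.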

### Mutations of Bdf1 bromodomains impair expression of *NDT80* and Ndt80-regulated genes

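In the edgeR fit, 208 genes at 4 h and 623 at 8 h were lower in *bdf1-Y187F-Y354F*, and 711 were lower at 4 or 8 h. The number was 849 with DESeq2, 713 with the replicate number as a block and 629 to 849 across the fits that left out a sample. The adjusted p-value alone moved it the most upward, to 1770, and a test against a minimum change of 2-fold the most downward, to 219.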

A total of 833 genes were differentially downregulated when combined between the 4h and 8h time points. 

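The matrices of the paper's enrichment test were not available, so all hexamers were examined, each together with its reverse complement. Presence in the 500 bp upstream of the start codon in build R64 was compared between 656 protein-coding genes lower in *bdf1-Y187F-Y354F* at 4 or 8 h and 5010 other tested protein-coding genes. The most enriched hexamer was CACAAA, present in 52.4% of the promoters of the lower genes and 27.3% of the others (odds ratio 2.93, Fisher's exact test, adjusted p = 3.37e-33). ACAAAA (72.3% against 58%, odds ratio 1.88, Fisher's exact test, adjusted p = 1.54e-09) and ACACAA (40.2% against 27.6%, odds ratio 1.77, adjusted p = 5.21e-08) came next. In all, 10 hexamers were enriched with an adjusted p-value below 0.05. In the promoters of 469 genes higher in the mutant, CACAAA was present in 23.9% (odds ratio 0.707, Fisher's exact test, adjusted p = 0.124). That odds ratio is against all remaining tested protein-coding genes, the lower ones included, and not against the 27.3% above. With 300 bp of promoter, the alternative that moved it the most, the odds ratio of CACAAA was 3.72. The paper derives its candidate transcription factors from such an enrichment. Hexamers were not assigned to factors here.

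**Figure D5:**
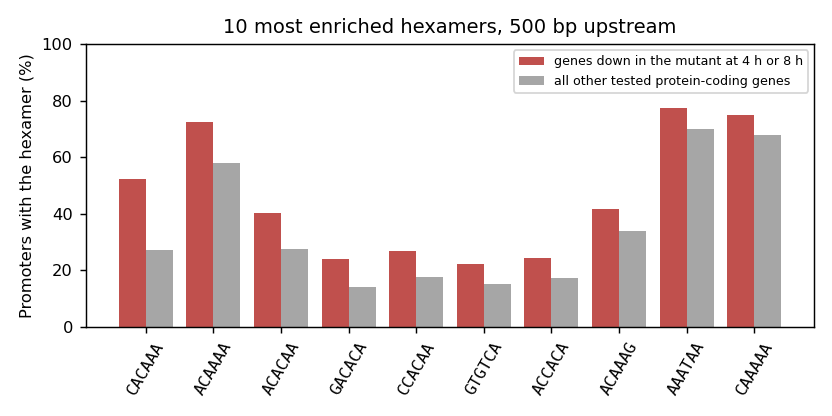
Percent of promoters (vertical axis) that hold each of the most enriched hexamers, in genes lower in the mutant at 4 or 8 h (red) and in all other tested protein-coding genes (grey). CACAAA has the widest gap, 52.4% against 27.3%.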

The examination of their promoters revealed that binding sequences of the transcription factors *NDT80*, *CUP9*, *CUP2*, *FKH1* and *ROX1* were statistically enriched (p-value <0.001, Fig 4A). Of these, only Ndt80 has been described as essential for sporulation and is known to be a key meiotic regulator [38–41]. 

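In WT at 8 h, *NDT80* (YHR124W, chromosome VIII from 356561 to 358444) had 9017 ± 2700 normalized counts (SD, n = 3). *CUP9* (YPL177C, chromosome XVI from 213042 to 213962) had 1464 ± 34.3, *ROX1* (YPR065W, chromosome XVI from 679693 to 680799) 904.4 ± 165, *FKH1* (YIL131C, chromosome IX from 100781 to 102235) 167.2 ± 26.5 and *CUP2* (YGL166W, chromosome VII from 191129 to 191806) 49.38 ± 13.4 (SD, n = 3). The count of *NDT80* was 6.19 ± 1.97 times that of *CUP9*, 10.6 ± 5.25 times that of *ROX1*, 53.2 ± 8.99 times that of *FKH1* and 201 ± 105 times that of *CUP2* (SD, n = 3). Counts were not divided by gene length. At 4 h *NDT80* had 1143 ± 324 and *CUP9* 1784 ± 76 normalized counts. From 0 to 8 h in WT, *NDT80* rose by 6.866 on the log2 scale (adjusted p = 9.77e-11), against -0.1576 for *CUP9*, -0.418 for *ROX1*, -0.08155 for *FKH1* and -1.228 for *CUP2*. Among the 5 factors, the authors single out Ndt80 by its known role in sporulation, and add its level and induction.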

Indeed, Ndt80 is induced during meiosis where it is expressed at much higher levels than Cup9, Cup2, Fkh1 and Rox1 (Fig 4A). Defects in Ndt80 expression also explain the non-induction of middle sporulation genes, such as *SMK1* and *SSP1*, as expression of these genes is controlled by Ndt80; both were downregulated in the bromodomain mutant strain (S2B Fig, [35,42]).

**Fig 4:**
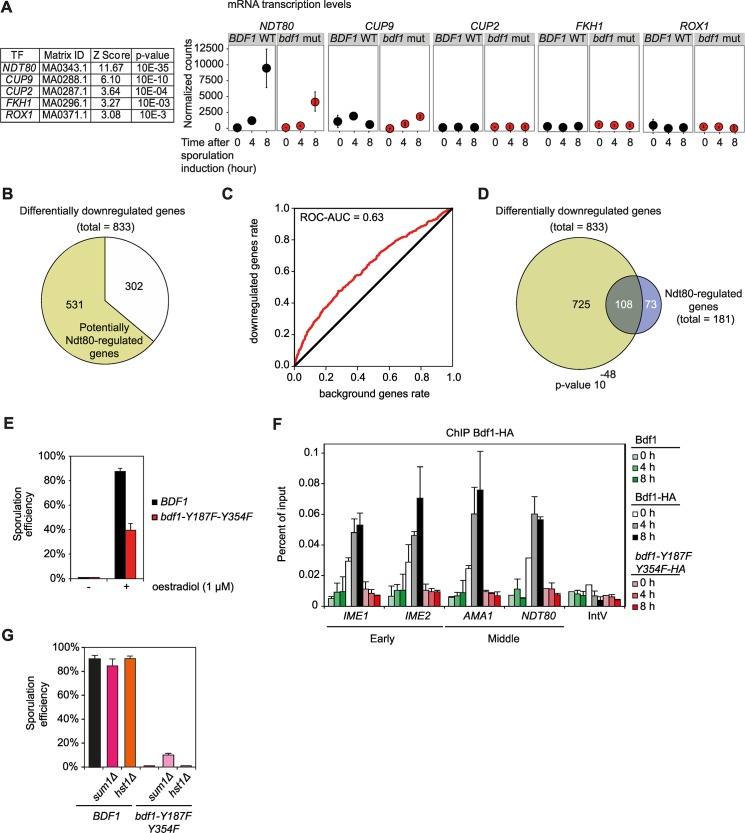
Bdf1 is required for the transcription of *NDT80* and middle sporulation genes. (A) List of over-represented transcription factors with binding sites in the promoters of the genes which are differentially downregulated at 4h and 8h when Bdf1 bromodomains are mutated (fold change < -2, adjusted p value < 0.05). A transcription factor was considered significantly over-represented when the p-value describing its enrichment was below 0.001. On the right, the normalized counts present the expression levels for *NDT80*, *CUP9*, *CUP2*, *FKH1* and *ROX1*. (B) Pie chart representing the proportion of genes which are downregulated in the *bdf1-Y187F-Y354F* strain at 4 and 8h of sporulation induction (833 genes in total) and with putative Ndt80 binding sites in their promoter (531 genes, their list is available in S5 Table). (C) ROC-AUC plot representing the enrichment of the Ndt80 binding sequence in the promoter of the genes downregulated in the *bdf1-Y187F-Y354F* mutant strain. (D) Venn diagram illustrating the overlap between genes differentially downregulated in *bdf1* bromodomain mutant at 4 and 8h of sporulation induction (833 genes) and genes previously identified as Ndt80-regulated in Chu *et al*. [35]. (E) Sporulation efficiency upon ectopic expression of *NDT80* in WT and *bdf1-Y187F-Y354F* strains during sporulation. Here, the endogenous *NDT80* promoter was replaced by an oestrogen-dependent promoter and its expression activated by the addition of oestradiol 6 hours after sporulation induction [44,45]. (F) Bdf1 chromatin immunoprecipitation. Bdf1 occupancy was monitored in the meiotic-specific promoters of the early genes *IME1* and *IME2* and middle genes *AMA1* and *NDT80* during sporulation. Mutation of Bdf1 bromodomains impairs the recruitment of Bdf1 to chromatin. IntV is an intergenic and transcriptionally inactive region of chromosome V between coordinates 9,762 and 9,812. (G) Sporulation efficiency when Bdf1 bromodomain mutations are combined with Sum1 and Hst1 deletions, two known repressors of *NDT80* activation [41].

Ndt80 is the key transcription factor that activates the promoters of middle sporulation genes and is expressed just before the middle genes are induced [41]. 

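S5 Table, as available here, lists 530 genes with putative Ndt80 binding sites, of which 520 were tested. Of these, 445 (85.6%) were lower in *bdf1-Y187F-Y354F* past the threshold at 4 or 8 h in the edgeR fit. Since the authors drew the list from their own downregulated genes, this share compares processing and does not test the binding sites. At 8 h the median log2 fold change was -1.24 (quartiles -1.58 and -1.03) for the listed genes and 0.127 (quartiles -0.293 and 0.526) for 5490 other genes. The hexamer CACAAA was present in the promoters of 299 of 495 listed genes (60.4%). The share of lower genes was 98.68% with DESeq2, and a test against a minimum change of 2-fold moved it the most, to 28.65%.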

The examination of the promoters of the 833 differentially downregulated genes identified 531 genes with putative *NDT80* binding sites (Fig 4B, S5 Table). In addition, the probability that an Ndt80 binding sequence is present within the promoter of Bdf1-regulated genes was calculated based on the ROC-AUC value produced by the MORPHEUS webtool [43] (Fig 4C). The ROC-AUC value of 0.63, which is above 0.5, indicates an enrichment of the Ndt80 binding sequence in the genes regulated by Bdf1 bromodomains when compared to a list of unrelated genes. Finally, a list of genes potentially regulated by Ndt80 was obtained from Chu et al [35]. These genes were statistically over-represented in the list of genes downregulated in the *bdf1-Y187F-Y354F* mutant (Fig 4D, p-value = 10^−48^ with a hypergeometric test). In conclusion, a significant proportion of the genes which fail to induce when Bdf1 bromodomains are mutated are regulated by Ndt80.

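Of the 1337 genes that rose past the threshold in WT between 0 and 8 h, 486 were lower past the threshold in *bdf1-Y187F-Y354F* at 8 h. Of the same genes, 388 did not rise past the threshold in the mutant between 0 and 8 h. The number of 486 became 582 with DESeq2 and 391 to 610 across the fits that left out a sample, and a test against a minimum change of 2-fold moved it the most, to 158. The earlier list of Ndt80 targets was not available here. From binding sites, a ROC-AUC value and the overlap with that list, the paper concludes that Ndt80 regulates a significant share of the uninduced genes.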

An oestradiol-inducible form of *NDT80* was used to test whether a reduction in Ndt80 levels could explain the phenotype observed when Bdf1 bromodomains are mutated [44,45]. This system was introduced into the *bdf1-Y187F-Y354F* mutant and oestradiol was added 6 hours after sporulation induction. Induction of *NDT80* expression at this stage partially alleviated the defects observed when Bdf1 bromodomains are mutated, with 40% of spores formed in this mutant strain (Fig 4E). This result indicates that mutation of Bdf1 bromodomains affects the expression of the master regulator *NDT80* alters the expression of middle sporulation genes and that these sporulation defects can be partly rescued by ectopic overexpression of *NDT80*.

### Bdf1 bromodomains bind to the *NDT80* promoter to promote its transcriptional activation

#### Bdf1 is recruited to the NDT80 promoter before its activation

Bdf1 and other BET proteins promote transcription activation [2,46–48]. We performed chromatin immunoprecipitation (ChIP) experiments to monitor Bdf1 enrichment on the promoters of key sporulation genes. For these experiments, the Bdf1 protein was HA-tagged; this tag does not affect the progression of sporulation (S5A Fig). ChIP experiments detected Bdf1 on the promoters of *IME1*, *IME2*, *AMA1* and *NDT80* before sporulation (0 h, Fig 4F). Recruitment of Bdf1 to *IME1* and *IME2* promoters increased when these genes were activated 4 h after the induction of sporulation (*IME1* and *IME2*, 4 h, Fig 4F). The presence of Bdf1 on the *AMA1* and *NDT80* promoters was close to maximal 4 h after induction, before maximal transcription of these genes occurs (*AMA1* and *NDT80*, 4 h, Figs 3D and 4A and S2B). These observations suggest that Bdf1 is loaded on *AMA1* and *NDT80* promoters before the start of transcription and promote their subsequent activation. This recruitment is dependent on the Bdf1 bromodomains and is lost in the *bdf1-Y187F-Y354F* mutant strain (Fig 4F). Finally, Bdf1 is not detected in an inactive intergenic region (Fig 4F).

#### Known *NDT80* regulators and Bdf1 bromodomains

In vegetative cells and before exit of the pachytene, *NDT80* is repressed by the Sum1 factor, the histone deacetylase Hst1 and a third partner, Rfm1 (for review [41]). We tested whether deletion of *SUM1* or *HST1* could overcome the defects observed when Bdf1 bromodomains are mutated. 10% of spores formed when *SUM1* was deleted in the *bdf1-Y187F-Y354F* mutant (Fig 4G). The deletion of *HST1* did not alter the sporulation phenotype in cells where Bdf1 bromodomains were mutated (Fig 4G). Sum1 de-repression is thought to occur during meiotic G2, and this has been proposed to be a regulatory step that must occur before the *NDT80* positive autoregulatory loop can be engaged [41]. These results suggest that the reason *NDT80* mRNA levels are reduced in the Bdf1 mutant is that bromodomains are required as part of *NDT80*’s positive autoregulatory loop.

### Bdf1 predominantly interacts with Bdf2

We next wondered whether Bdf1 interactants could contribute to the regulation of the meiotic transcription program and mediate the transcriptional activation of *NDT80*. The interactome of Bdf1 during vegetative growth was determined using mass spectrometry-based proteomic analysis of affinity purified samples (Fig 5). The relative abundances of Bdf1 partners were determined using the mass spectrometry-based iBAQ metrics [49,50]. Interestingly, the most abundant Bdf1 partner was Bdf2. The 12 subunits of the SWR complex, involved in the incorporation of the yeast histone variant H2A.Z, were also identified [9]. Both of these interactions with Bdf1 were confirmed by western blot (S4B Fig). The relative stoichiometry of the SWR subunits found to interact with Bdf1-TAP was compatible with the recently published structure of the complex, where the subunits Rvb1/2 are 2.5 times more abundant than the other subunits (Fig 5A bottom, [51]). Finally, the kinase CK2 was also detected (Fig 5A and S6 Table). This protein had previously been associated with Bdf1 [9].

**Fig 5:**
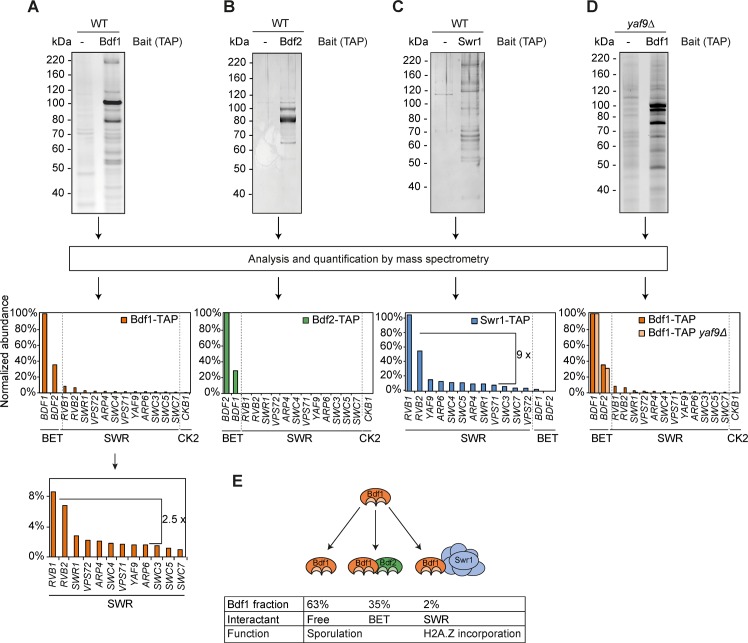
Bdf1 interactome during sporulation. Representative silver-stained gels of TAP purification eluates in vegetative cells of Bdf1 (A), Bdf2 (B), Swr1 (C), and Bdf1 in the absence of the subunit *YAF9* of the SWR complex (D). Interactants were identified and quantified by mass spectrometry. The relative abundances of the major partners of each bait are presented below each gel and in S6 Table. (E) Summary of the Bdf1 complexes. Bdf1 is mostly found as a free protein. It also forms two mutually exclusive complexes with Bdf2 or SWR complex.

Additional purifications were then performed to refine our knowledge of how the Bdf1 interactome is organised. Bdf2-TAP purifications were performed and identified Bdf1 as the major partner (Fig 5B). None of the SWR subunits was associated with Bdf2.

The Swr1 protein was then TAP-tagged and its complex purified. This analysis identified all the subunits of the SWR complex (Fig 5C). Bdf1 was identified as a minor interacting partner of Swr1 compared to the well-established SWR complex subunits. In these experiments, a 9 fold difference in relative abundance was detected for Rvb1/2 and the other SWR subunits. This difference with the data obtained in the Bdf1 complex and the published structure of the SWR complex could be explained if the SWR complex is present *in vivo* in several forms. This hypothesis is strengthened by results from structural studies using cosslinking reagents to obtain a homogeneous population of the complex [51]. Interestingly, Bdf2 was never identified in SWR complex. This result suggests that Bdf1 could form two exclusive complexes, one with the SWR complex and another one with Bdf2.

Finally, Bdf1-TAP was purified from a strain lacking *YAF9*, the subunit of the SWR complex responsible for recruiting Bdf1 [52]. In the *yaf9*Δ strain, Bdf1 still associated with Bdf2, but its interaction with the SWR complex was completely abolished (Fig 5D). Taken together, these results suggest that Bdf1 can be part of two exclusive complexes: one with the SWR complex or a Bdf1 / Bdf2 complex whose function remains to be characterised (Fig 5E).

### Sporulation progression is independent of SWR complex

The sporulation phenotypes induced by the mutations of Bdf1 bromodomains could be functionally explained by its interactions with the SWR complex or with Bdf2. To investigate this hypothesis, *YAF9* and *SWR1* were mutated in the SK1 genetic background and compared to *bdf1* mutant strains. Deletion of *YAF9* or *SWR1* had no effect on growth in any of these conditions (Fig 6A), nor did *YAF9* and *SWR1* deletions affect sporulation efficiency (Fig 6B). Therefore, the sporulation defects observed when Bdf1 bromodomains are mutated are not related to the function of the SWR complex.

**Fig 6:**
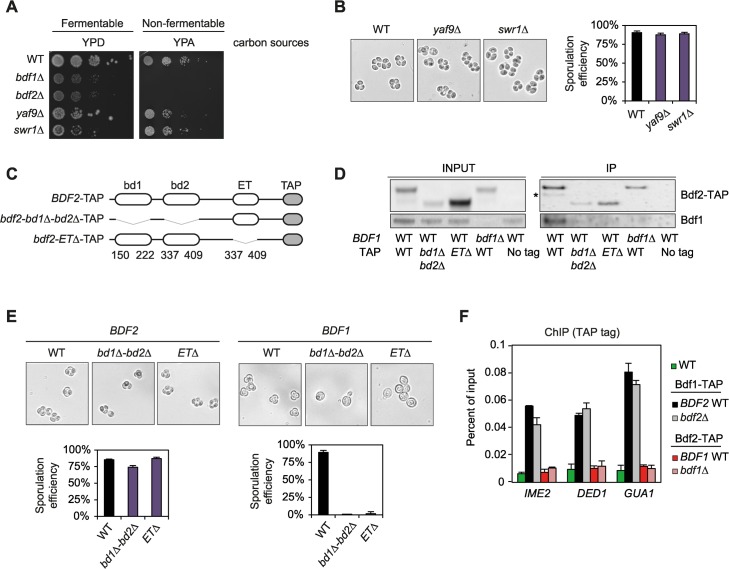
The function of Bdf1 during sporulation is independent of the complexes it forms with Bdf2 and the SWR complex. (A) Growth assay with WT, *bdf1Δ*, *bdf2Δ*, *yaf9Δ* and *swr1Δ* mutants on fermentable (glucose, YPD) and non-fermentable (acetate, YPA) carbon sources. (B) Sporulation efficiency of *yaf9*Δ and *swr1*Δ mutant strains. (C) Schematic representation of the different Bdf2 mutants in which bromodomains or the ET domain were deleted. All constructs are tagged with TAP. (D) Analysis of the interactions between Bdf2-TAP mutants and Bdf1. Bdf2-TAP was immunoprecipitated and the co-precipitation of Bdf1 was analysed by western blot using the Bdf1 antiserum (S4A Fig). The same membrane was then used to detect Bdf2-TAP (asterisk identifies co-precipitated Bdf1). (E) Sporulation efficiency of *BDF1* and *BDF2* mutants in which both bromodomains (*bd1Δbd2Δ)* or the ET domain (*ET*Δ) are deleted. Representative images and quantification data are shown. (F) Bdf1-TAP or Bdf2-TAP chromatin immunoprecipitation in WT, *bdf1*Δ and *bdf2*Δ.

In the absence of a role for the SWR complex in sporulation, we hypothesised that the Bdf1 / Bdf2 complex could play a role during sporulation which may be related to the defects observed when Bdf1 bromodomains are mutated. As previously published [2,8,16,32], strains deleted for *BDF1* and *BDF2* exhibit a slow growth phenotype on fermentable carbon sources, and fail to grow on non-fermentable carbon sources such as acetate or glycerol (Fig 6A). Different regions of Bdf2 were deleted to map the regions required for its interaction with Bdf1 (Fig 6C). This analysis indicated that Bdf2 bromodomains are essential for its interaction with Bdf1 (Fig 6D). Interestingly, deletion of the two Bdf2 bromodomains had no phenotypic effects either on non-fermentable carbon sources or during sporulation (Fig 6E, left). Finally, we studied the functional role of the Extra-Terminal domain (ET), which is a conserved protein–protein interacting domain that regulates transcriptional activity [53,54]. Deleting this domain in *BDF2* disrupted its interaction with Bdf1 (Fig 6D) but had no effect on sporulation (Fig 6E, left). Deletion of the same domain in Bdf1 did not affect growth on non-fermentable carbon sources at 30°C but revealed some defects at 37°C (S5B Fig). In contrast to Bdf2, the ET deletion in Bdf1 affects sporulation to a similar extent to the mutation of its bromodomains (Fig 6E, right).

These last results underline the fact that even though Bdf1 and Bdf2 are highly similar in their modular organisation, they play different roles during sporulation. Thus, only Bdf1 bromodomains, and not Bdf2 bromodomains, are essential for the formation of spores. Moreover, the sporulation defects observed in strains with mutated Bdf1 bromodomains are not mediated by any of its partners. Indeed, the disruption of the interaction of Bdf1 with Bdf2 or with the SWR complex generated no sporulation defects.

### Bdf1 is recruited to chromatin independently of Bdf2

Finally, we examined whether deletion of *BDF2* impacted Bdf1 recruitment to chromatin. ChIP experiments suggest that Bdf1 does not require Bdf2 to bind to its chromatin targets (Fig 6F). In addition, we were unable to detect any recruitment of Bdf2 to these genes, which raises the issue of the recruitment of Bdf2 to chromatin [55]. The fact that Bdf1 loading onto chromatin does not depend on Bdf2 reinforces the idea that Bdf2 does not contribute to the transcriptional regulation of middle sporulation genes.

## Discussion

In this study, the functional role of Bdf1, and more particularly its bromodomains, was analysed during sporulation. Our results showed that Bdf1, but not its bromodomains, is essential for growth on non-fermentable carbon sources. The bromodomains are, however, required for meiosis to progress and for mature spores to form. The gene expression program during sporulation when Bdf1 bromodomains are mutated is blocked in the transcriptional cascade at the point when Ndt80 intervenes, culminating in meiotic arrest and the non-expression of middle genes. Detailed characterisation of Bdf1 interactants revealed that it forms two exclusive complexes, one with Bdf2 and the other with the SWR complex. However, neither of these complexes is involved in the meiotic block observed when Bdf1 bromodomains are mutated. Therefore, we hypothesise that Bdf1 transcriptionally regulates meiotic genes without input from either of its major partners (Fig 5E).

### Bdf1 / Bdf2, carbon metabolism and sporulation

Here, and in previous studies, deletion of *BDF1* or *BDF2* was found to lead to severe growth defects in the absence of a fermentable carbon source [2,16,32]. Indeed, Bdf1 was shown to preserve mitochondrial activity in various metabolic conditions [6,56]. However, a putative role for Bdf2 has yet to be investigated. Our results indicated that this phenotype is not controlled by Bdf1 or Bdf2 bromodomains, thus possibly revealing a new function of BET proteins in cell metabolism, which is independent of their bromodomains and remains to be characterised.

Bdf1 was first linked to sporulation when its gene was cloned, its bromodomains were identified and the growth and sporulation defects induced by its deletion were analysed [16]. Furthermore, a transposon-based screen indicated that the second Bdf1 bromodomain, but not the first one, was essential for the completion of meiosis and spore formation [16]. Here, we found that both bromodomains of Bdf1 have to be mutated to impair the formation of spores and cause an arrest during meiosis. These apparent discrepancies compared to the results presented in Chua et al. [16] could be explained by the facts that (i) they used a transposon mutational screen which did not precisely disrupt Bdf1 bromodomains and (ii) a transposon insertion in the second bromodomain may have also disrupted the subsequent ET domain, which we also found to be essential for sporulation (Fig 6E, right).

When Bdf1 bromodomains are mutated, early inducers of the transcription program for sporulation are correctly expressed but transcriptional defects accumulate as sporulation progresses (Fig 3D, S2A Fig). In particular, expression of the middle sporulation genes and of the master regulator *NDT80* failed when Bdf1 bromodomains were not functional (Figs 4B and S2B). Interestingly, 65% of the genes downregulated in the bdf1 bromodomain mutant were also predicted targets of Ndt80 (Fig 4B). Several studies identified Bdf1 as important for gene splicing [15,34]. This functional role appears to be independent of its bromodomains as no splicing defects were observed in the *bdf1-Y187F-Y354F* mutant (S3D and S3E Fig).

### Bdf1 forms two exclusive complexes

Quantitative proteomics analysis of the Bdf1 interactome revealed that Bdf1’s main partners are Bdf2 and the SWR complex. These interactions occur as part of two different, mutually exclusive, complexes (Fig 5E). It is interesting to note that Bdf1, Bdf2 and Yaf9, the subunit of Swr1 which interacts with Bdf1, share similarities: first, they all contain domains which recognise acetylated lysines: bromodomains for Bdf1 and Bdf2 and a YEATS domain for Yaf9 [57]. The Yaf9 YEATS domain was recently described as a reader of lysine crotonylation and to promote active transcription [58]. Second, they all possess a coiled-coil domain, well known to mediate protein dimerization (S6 Fig, [59]). The B motif present in all the members of the BET family is also a coiled-coil domain and could mediate the dimerization of BET proteins [60]. Therefore, we hypothesised that coiled-coil domains could contribute to the formation of the two complexes the Bdf1 protein is involved in; Bdf1’s coiled-coil domain could interact exclusively either with the coiled-coil domain of Bdf2 or of Yaf9. This would explain how Bdf1 forms exclusive complexes with these two proteins.

In the SWR complex, Bdf1 promotes the incorporation of H2A.Z into acetylated regions [10,61,62]. The function of the interaction between Bdf1 and Bdf2 remains to be characterised. This interaction seems to be tight because deletion of any of the Bdf2 domains -bromodomains or ET- disrupts its interaction with Bdf1. However, none of these *BDF2* mutations induces any sporulation defects.

### Bdf1 is essential for the activation of meiotic-specific genes

Although Bdf1 and Bdf2 are functionally redundant—as only one is needed to maintain cell viability—they could play different roles in controlling chromatin dynamics. Indeed, they occupy distinct locations in the genome and larger amounts of Bdf1 bind to chromatin compared to Bdf2 [55]. Deletion of *BDF2* in vegetative cells only affects a few transcripts, whereas the deletion of *BDF1* provokes major transcriptomic changes [14]. The situation is similar during sporulation: Bdf1 is loaded on various loci, and especially middle sporulation genes, whereas Bdf2 does not seem to be strongly attached to chromatin (Fig 4F and ref [19]). The timing of the recruitment of Bdf1 onto chromatin is particularly intriguing, with Bdf1 detected on the promoters of middle sporulation genes before their transcriptional activation. This recruitment is essential for the activation of these genes and involves Bdf1 bromodomains. When these domains are mutated, Bdf1 is no longer recruited to these promoters and their genes fail to induce. The non-induction of *NDT80* causes the major defects observed when Bdf1 bromodomains are mutated. Indeed, this Bdf1 mutation phenocopies deletion of *NDT80*, which also induces stalling in the pachytene phase and failure to accumulate middle-meiotic mRNA. Moreover, the ectopic expression of *NDT80* can partially rescue the sporulation defects caused by mutation of Bdf1 bromodomains. However, the mechanisms through which Bdf1 specifically regulates the expression of *NDT80* and middle sporulation genes remain unclear. Bdf1 was originally described as a missing piece of the TFIID complex, although as a loosely interacting protein [63], which could partially explain why no TFIID proteins were identified in our purifications. Perhaps a minor fraction of Bdf1 interacts with the transcription machinery. Bdf1 alone could promote a chromatin state favourable for the expression of middle sporulation genes. Thus, Bdf1 could promote the initial low-level pool of Ndt80 in meiotic G2 and also promote the feed-forward autoregulatory loop required to trigger high expression levels of middle genes [64]. Bdf1 is a member of the BET family, which also includes the mammalian proteins Brd2, Brd3, Brd4 and Brdt. Brd4 has been shown to facilitate transcriptional activation and was recently found to have an intrinsic HAT activity [48]. However, the residues controlling this activity are not conserved in Bdf1. Finally, H4 acetylation and H4K5 butyrylation have been shown to regulate the binding of Brdt to chromatin, resulting in highly active transcription [65]. Similarly, different acyl marks could regulate Bdf1 binding to chromatin and may explain why the expression of middle genes specifically requires Bdf1 bromodomains.

This novel role for Bdf1 during yeast meiosis could be shared by mammalian BET proteins during spermatogenesis. Indeed, Brd2 and Brd4 are known to associate with mitotic chromosomes and Brd4 binds post-mitotic genes to promote their transcriptional reactivation after the M phase [66–68]. During male meiosis in mouse, Brdt is essential for the gene expression program, and its deletion affects the expression of testis-specific cyclin genes such as Ccna1, which are required for meiotic division [26]. In yeast, the results presented here revealed that mutation of Bdf1 bromodomains abolished the expression of almost all the subunits of the APC complex, which is required for meiotic progression [69]. Interestingly, in mice, the absence of Brdt leads to a loss of *FZR1* expression—an essential activator of the APC complex during meiosis—and subsequent deregulation of the APC complex (S7 Fig and reference [70]).

In conclusion, Bdf1 appears to be a key chromatin protein for the meiotic transcription program, regulating the expression of middle sporulation genes and promoting their rapid activation. Its role during meiosis appears to be evolutionarily conserved from yeast to mouse, and BET proteins are essential for the functionality of the APC complex and its regulation of meiotic progression. Our results suggest that the control of gene activation by Bdf1 does not rely on any of its major protein partners. Further studies will be required to explore its precise mode of action and whether these molecular mechanisms are conserved during the mammalian cell cycle in somatic cells and during meiosis and gamete differentiation.

## Materials and Methods

### Antibodies

GST, TAP and HA antibodies were obtained from Dutscher (Ref. 27-4577-01), Fisher (Ref. 10506450) and Roche (Ref. 11867423001), respectively. Anti-Bdf1 antibody was developed in-house by injecting recombinant protein into rabbits (Covalab). The use of *bdf1*Δ and Bdf1-TAP strains validated its specificity (S4A Fig).

### Cloning, expression, and purification of proteins

Yeast Bdf1 bromodomain 1 (residues 132–263) or 2 (residues 317–430) and human Brd4 bromodomain 1 (residues 22–204) were cloned into pGEX-4T1 as GST-tagged proteins. Expression was induced in *E*. *coli* strain BL21 (DE3) grown in LB medium with kanamycin (50 μg/mL) at 37°C by adding 0.5 mM IPTG at OD_600_ of 1 and then incubated for 16 h at 16°C. Cells were lysed by sonication in Tris-HCl 50 mM pH 7.5, NaCl 150 mM and protease inhibitors. Clarified lysate was incubated with glutathione sepharose (Fisher, ref. W7349W) and washed in Tris-HCl 50 mM pH 7.5, NaCl 500 mM, NP-40 1%. Bound proteins were eluted in glutathione 10 mM.

### Histone tail peptides arrays and peptide pull-down

For peptide pull-downs, 0.5 nmol of biotinylated H4 (Millipore, ref. 12–405) and H4K5ac K8ac K12ac K16ac peptides (H4ac4, H4 (Millipore, ref. 12–379)) were bound to Streptavidin magnetic beads (Thermo Dynabeads MyOne Streptavidin, ref. 65001) and used to pull-down 1.25 μg of GST-tagged Bdf1 bromodomain 1 and 2 (wild-type and mutants, *bdf1-Y187F* and *bdf1-Y354F*) and GST-tagged Brd4 bromodomain 1 of Brd4 in Tris-HCl pH 7.5 50 mM, NaCl 150 mM, NP-40 0.1%, Glycerol 10% and DTT 1 mM. Washes were optimized using 500 mM of NaCl. Bound proteins were eluted by boiling in Leammli buffer and proteins analysed by western blot using an anti-GST antibody.

Histone peptide array were purchased from Active Motif (ref. 13005) and used in accordance with the supplier’s recommendations. Briefly, arrays were blocked and then incubated with 1 μM of purified GST-tagged Bdf1 bromodomain 1 and 2. Incubation was allowed to proceed for 2 h at 4°C in binding buffer (Tris-HCl 50 mM pH 7.4, NP-40 0.1%, NaCl 150 mM, glycerol 10%). The membrane was washed in PBS Tween 0.1% and detected with an anti-GST antibody mixed with an anti-myc antibody used as a positive control and for normalisation. The membrane was washed and incubated with horseradish-peroxidase-conjugated anti-Goat antibody (Jackson, ref. 705.035.147). The membrane was submerged in Clarity Western ECL Substrate (Bio-Rad, ref. 170–5060), imaged (Bio-Rad ChemiDoc XRS Imaging) and data were quantified using an array analyser software provided by Active Motif.

Signal intensities are presented in S1 Table.

### Yeast strains, DNA recombinant work, and microbiological techniques

Yeast strains, plasmids and primers are listed in S2, S3 and S4 Tables respectively. The genotypes/expression profiles of all deletion mutants and tagged strains were confirmed by PCR analysis, sequencing and/or western blot analysis. Frogging assays on agar plates used 10-fold serial dilutions.

### Sporulation

Diploid yeast in the SK1 background was grown to an OD_600_ of 0.5 in YPD. Cells were washed and resuspended in YPA at an OD_600_ of 0.03. After 12 h cells were washed and transferred into sporulation media (K acetate 2%) supplemented with auxotrophic amino acids. Six hours after sporulation induction, *GAL-NDT80 GAL4*.*ER* strain was released from the meiotic arrest by the addition of 1 μM oestradiol (5 mM stock in ethanol, Sigma E2758-1G). Sporulation efficiency was assessed after 24 h of induction and is defined by the number of cells which formed tetrads.

### DAPI staining

Meiotic progression was monitored by fixing 500 μl of cells in EtOH 70% and staining the nuclei with 0.5 μg/ml of DAPI. Fluorescence microscopy was used to determine the proportion of mono-, bi-, tri- and tetra-nucleated cells.

### Meiotic recombination analysis

The frequency of meiotic recombination between the heteroalleles *his4-N/his4-G* was quantified by plating sporulated yeast cultures on YPD and SC-HIS plates. The number of yeasts growing on SC-HIS plates was counted and normalised to the total number of cells growing on YPD.

### RNA-seq and bioinformatics analysis

Samples were collected from sporulating cells (wild-type and Bdf1 double point mutant *bdf1-Y187F-Y354F*) at 0, 4 and 8 h. Cell pellets were washed and stored at -80°C. Total RNA was extracted with phenol:chloroform (Sigma Ref. 2190191) from three independent biological replicates. DNaseI treatment (Thermo, ref. AM2222) was performed using 1 μg of total RNA subsequently purified by phenol:chloroform extraction. Intact poly(A)+ RNA was isolated by using the NEB Next Poly(A)+ mRNA Magnetic Isolation kit (E7490S). cDNA libraries were constructed from 10 ng of total RNA using the NEB Next Ultra RNA Library Prep Kit for Illumina (New England Biolabs, ref. E7530S). Fragments were enriched by 15 cycles of PCR amplification. Agilent 2100 Bioanalyzer (2100, Agilent Technologies, CA) was used to assess the quality and quantity of each library. Eighteen barcoded cDNA libraries were pooled and sequenced on an Illumina HiSeqTM 2000, generating 5–8 million single reads (SR50) for each sample. The bioinformatic analysis pipeline, presented S3A Fig can be summarized as follows: reads were quality-checked using FastQC before and after cleaning by Trimmomatic applying default parameters [71]. Reads were then aligned to *S*. *cerevisiae* S288c genome build R64-1-1.82 using Bowtie2 [72]. The attribute file was downloaded from Ensembl website and modified to include yeast intronic sequences, obtained from Yeastmine. Raw read counts for each gene were calculated using HTSeqCount using defaults parameters [73]. Read count data was normalised using the DESeq2 R-package (S5 Table, [74]). DESeq2 normalised read counts were used to identify differentially expressed genes with an adjusted p-value < 0.05 and a fold change below -2 or above 2 (S5 Table). Gene ontology analysis was performed using the generic GO-term mapper developed by the Max Planck Institute (http://cpdb.molgen.mpg.de/YCPDB).

Pscan tool was used to explore the promoter of the genes which are downregulated in *bdf1-Y187F-Y354F* 4 and 8h after sporulation induction (http://159.149.160.88/pscan/, [75]). Binding motifs for yeast transcription factors were obtained from the JASPAR 2016 database [76] and researched in the promoter of each gene (-500 to 0 bp upstream each transcription start side). A binding motif was considered significantly over-represented when the p-value was inferior to 0.001 (Fig 4A).

The probability that an Ndt80 binding sequence was present in the promoter of *bdf1-Y187F-Y354F* deregulated genes was calculated using the Morpheus ROC tool [43]. This tool computes the ROC-AUC value as a measure of the enrichment of the binding sequence of a transcription factor in a list of candidate genes compared to a mock list of genes (Fig 4C).

Venn diagram was generated using Venny 2.1–0 (http://bioinfogp.cnb.csic.es/tools/venny/index.html). A list of genes potentially regulated by Ndt80 was obtained from Chu et al [35]. The statistic representation of these genes in the list of genes downregulated in the *bdf1-Y187F-Y354F* mutant was tested using a hypergeometric test (Fig 4D).

### Chromatin immunoprecipitation

ChIP analyses were performed as described [19] with minor changes. Crosslinking was done with 1% EGS for 15 min and then 1% formaldehyde for 10 min before quenching for 5 min with Glycine 125 mM. Cells were lysed in lysis buffer (Hepes 50 mM pH 7.5, NaCl 140 mM, EDTA 1mM, Triton X-100 0.1%, PMSF 0.5 mM, cOmplete, TSA 100 mg/l, phosphatase inhibitor cocktail (Sigma, ref. P2850)) in a Fastprep (MP Biologicals) for three periods of 45 s. Extracts were sonicated in cycles of 20 s with intermediate incubation for 40 s over a total of 30 min (EpiShear, Active Motif). Clarified extracts were immunoprecipitated by incubating with Pan-Mouse IgG Dynabeads (LifeTechnologies, ref. 11041) or with Protein G Dynabeads (Thermo, ref. 10004D) conjugated with anti-HA antibody (Roche, ref. 11867423001) for TAP or HA tagged strains, respectively. ChIP data are presented as percent of input. In all cases, at least three biological replicates were performed to determine the standard errors in each experiment.

### Tandem affinity purification and interactomic analyses

TAP purifications were performed as described previously [77,78]. Calmodulin eluates from the TAP-purified complexes were analysed by SDS-PAGE by using Novex 4–12% gradient gels (Invitrogen) and visualised by staining with SilverQuest Silver Staining Kit (Thermo, LC6070). Western blot analysis of the calmodulin eluates was performed using the corresponding antibodies. Protein preparation and mass spectrometry-based proteomic analyses were carried out as described in [79]. Briefly, eluted proteins were stacked as a single band in a SDS-PAGE gel (NuPAGE 4–12%, Invitrogen) and submitted to in-gel digestion using trypsin (Promega, sequencing grade). Resulting peptides were analysed by online nanoLC-MS/MS (UltiMate 3000 and Q-Exactive Plus or LTQ-Orbitrap Velos Pro, Thermo Scientific) using a 120-min gradient. Peptides and proteins were identified and quantified using MaxQuant (version 1.5.3.30, [80]) and the SGD database (November 2015 release). Proteins were quantified based on the iBAQ value [81] calculated by MaxQuant. Only proteins identified with a minimum of two unique + razor peptides were taken into account. For statistical analysis of results obtained with Bdf1-TAP triplicates, we used ProStaR [82]: proteins identified in the reverse and contaminant databases and proteins exhibiting fewer than 6 iBAQ values in a single condition (2 conditions and 2 analytical replicates per biological replicate) were discarded from the list. After log_2_ transformation, iBAQ values were normalised by condition-wise median centring before imputing missing values using the QRILC algorithm (missing not at random-devoted imputation method); statistical testing was conducted using *limma*. For a protein to be considered as a potential binding partner of Bdf1-TAP, it had to exhibit a p-value < 0.001 and a log_2_ (fold change) ≥ 7.

### Coimmunoprecipitation

Coimmunoprecipitation was performed using 50 mL of cells grown on YPD to an OD_600_ of 0.5. Cells were harvested, washed with water, and resuspended in lysis buffer (HEPES 50 mM pH 7.5, NaCl 140 mM, EDTA 1 mM, glycerol 10%, NP-40 0.5%, PMSF 1 mM and protease inhibitors). An equal volume of glass beads was added. Cells were lysed in a Fastprep homogenizer (MP Biomedicals) for 45 s. The clarified extracts were immunoprecipitated during 2 h at 4°C using Dynabeads Pan Mouse IgG (LifeTechnologies). The immunoprecipitates were washed and resuspended in 50 μl of SDS-PAGE sample buffer for subsequent western blot analysis.

### RT-qPCR

Reverse transcription was performed by following manufacturer instructions using kits iScript RT Supermix and Universal SYBR Green Supermix (Bio-Rad) on a CFX384 Touch qPCR machine (Bio-Rad). Primers are presented (S4 Table). At least three biological replicates were performed to determine the standard errors for each experiment. RT-qPCR data were then normalised relative to the reference gene, *NUP85* [19].

### Accession numbers

RNA-seq data obtained in this study are available from the GEO repository (GSE89530). Mouse transcriptomic data was derived from RNA-seq dataset GEO GSE39909 as described in (S7 Fig, [26]). Proteomic data produced in this study have been deposited on ProteomeXchange under identifier PXD005227.

## Supporting Information

S1 Fig Additional information on BET bromodomains and Bdf1 affinity for acetylated H4 peptides. (A) Sequence alignments of human BET and Sc-Bdf1 bromodomains. Bdf1 residues mutated in this study are highlighting. (B) Pull-down assay using histone H4 (H4) and tetra-acetylated H4 peptides (H4K5ac K8ac K12ac K16ac, H4ac4) on human Brd4-BD1, Bdf1-BD2 and Bdf1-BD2-Y338W proteins.
(TIF) Click here for additional data file.

S2 Fig RT-qPCR profile of representative genes illustrating the progression of sporulation in WT and *bdf1-Y187F-Y354F* strains. Early, middle and late sporulation genes are shown in (A), (B) and (C), respectively.
(TIF) Click here for additional data file.

S3 Fig Additional information on the transcriptomic analysis in the *bdf1-Y187F-Y354F* strain during sporulation. (A) Pipeline for the bioinformatic analysis of the RNA-seq data. QC, Quality Check. (B) Top, Expression levels for *BDF1* and *BDF2* during sporulation, expressed in normalised counts. Bottom, Bdf1 expression levels in WT and *bdf1-Y187F-Y354F* strains analysed by western blot. (C). Principal Component Analysis applied on the normalized counts of each sample. Principal components are represented on the x- and y-axis. Data for WT cells are shown in black; data for *bdf1-Y187F-Y354F* strains are represented in red. Sporulation progression is identified by the following shapes: 0 h, round; 4 h, triangle; 8 h, square. All three replicates are presented and are sometimes superposed and indistinguishable. (D) Normalized read counts present in introns, expressed as the log2 of the ratio *bdf1-Y187F-Y354F* vs WT. Introns from five representative reporters genes are presented, as well as the average ratio for all introns [15]. (E) Normalized counts observed in the *AMA1* intron during sporulation in the WT and *bdf1-Y187F-Y354F* strains. (F) GO term enrichment analysis using differentially expressed genes in Bdf1 bromodomain mutants. The proportion of differentially expressed genes within the indicated GO term is indicated on the x-axis.
(TIF) Click here for additional data file.

S4 Fig Specificity of the Bdf1 antibody and confirmation of the interaction of Bdf1 with Bdf2 and Swr1. (A) Specificity of the Bdf1 antibody. It was used to detect Bdf1 in WT, *bdf1*Δ and *BDF1-TAP* strains. Star (*) indicates a non-specific band. (B) Bdf1 was identified by western blot in the protein eluates after TAP purification from TAP-tagged Bdf2 and Swr1 strains.
(TIF) Click here for additional data file.

S5 Fig Additional phenotypic testing on Bdf1 strains. (A) Sporulation efficiency of *BDF1* tagged strains with HA or TAP tags. (B) Growth assay of *bdf1-ETΔ* mutants on fermentable (glucose, YPD) and non-fermentable (acetate, YPA and glycerol, YPG) carbon sources.
(TIF) Click here for additional data file.

S6 Fig Coiled-coil dimerization domain might control Bdf1 interaction with Bdf2 or Yaf9. (A) Localization of a coiled-coil domain in Bdf1, Bdf2 and Yaf9. (B) Schematization of amino acid organisation in a coiled-coil dimerization (top). Alignments of Bdf1, Bdf2 and Yaf9 with human BET coiled-coil domain indicate the conservation of hydrophobic (orange) and charged amino acids (purple) which are important for the formation of coiled-coil domains [83].
(TIF) Click here for additional data file.

S7 Fig Analysis of *BRDT* and *FZR1* expression levels in testis from Brdt knock out mice. Data were generated from GEO dataset GSE39909 [26].
(TIF) Click here for additional data file.

S1 Table Summary of histone peptide array data. (XLSX) Click here for additional data file.

S2 Table List of yeast strains. (PDF) Click here for additional data file.

S3 Table List of plasmids. (PDF) Click here for additional data file.

S4 Table List of primers. (PDF) Click here for additional data file.

S5 Table Additional information of the transcriptomic analysis of WT and *bdf1-Y187F-Y354F* strains during sporulation. This table contains the normalised counts for each gene in each condition, the list of differentially expressed genes and the list of genes with an Ndt80 binding sequence in their promoters. Datasets have been deposited in GEO under accession number GSE89530.
(XLSX) Click here for additional data file.

S6 Table List of specific partners identified and quantified by mass spectrometry (Bdf1, Bdf2 and Swr1 purifications). (XLSX) Click here for additional data file.

# Supplementary material for: Bdf1 Bromodomains Are Essential for Meiosis and the Expression of Meiotic-Specific Genes
**Source:** PLoS Genet. 2017 Jan 9;13(1):e1006541. doi: 10.1371/journal.pgen.1006541
**Supplement:** S2 Table

**Table S2. List of yeast strains.** They are listed by order of appearance in the manuscript.

| Name   | Description             | Genotype                                                                                                                                       | Background     | Source          |
|--------|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------|----------------|-----------------|
| yJG373 | <i>BDF1::TRP1</i>       | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>BDF1::TRP1</i> /"                                      | SK1            | This study      |
| yJG387 | <i>bdf1-bd1Δ</i>        | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf1-bd1Δ::TRP1</i> (591-827 deleted)/"                | SK1            | This study      |
| yJG389 | <i>bdf1-bd2Δ</i>        | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf1-bd2Δ::TRP1</i> (855-1091 deleted)/"               | SK1            | This study      |
| yJG372 | <i>bdf1-bd1Δ-bd2Δ</i>   | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf1-bd1Δ-bd2Δ::TRP1</i> (591-827, 855-1091 deleted)/" | SK1            | This study      |
| yJG341 | <i>bdf1-Y187F</i>       | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf1-Y187F::TRP1</i> /"                                | SK1            | This study      |
| yJG342 | <i>bdf1-Y354F</i>       | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf1-Y354F::TRP1</i> /"                                | SK1            | This study      |
| yJG349 | <i>bdf1-Y187F-Y354F</i> | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf1-Y187F-Y354F::TRP1</i> /"                          | SK1            | This study      |
| yJG178 | WT                      | MATa ura3 leu2::hisG trp1::hisG lys2 ho::LYS2 met4-445 <i>his3Δ</i>                                                                            | SK1            | Ed Winter       |
| yJG302 | Bdf1-TAP                | MATa ura3 leu2::hisG trp1::hisG lys2 ho::LYS2 met4-445 <i>his3Δ BDF1-TAP::HIS3MX6</i>                                                          | SK1            | This study      |
| yJG306 | Bdf2-TAP                | MATa ura3 leu2::hisG trp1::hisG lys2 ho::LYS2 met4-445 <i>his3Δ BDF2-TAP::HIS3MX6</i>                                                          | SK1            | This study      |
| yJG360 | Bdf1-TAP <i>bdf2Δ</i>   | MATa ura3 leu2::hisG trp1::hisG lys2 ho::LYS2 met4-445 <i>his3Δ BDF1-TAP::HIS3MX6 bdf2Δ::KANMX4</i>                                            | SK1            | This study      |
| yJG408 | Bdf2-TAP <i>bdf1Δ</i>   | MATa ura3-SK1 leu2::hisG trp1::hisG lys2 ho::LYS2 met4-445 <i>his3Δ BDF2-TAP::HIS3MX6 bdf1Δ::KANMX4</i>                                        | SK1            | This study      |
| yJG122 | WT                      | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                                                                                       | BY4741 (s288c) | Open Biosystems |
| yJG300 | Bdf1-TAP                | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 BDF1-TAP::HIS3MX6</i>                                                                                     | BY4741         | Open Biosystems |
| yJG407 | Swr1-TAP                | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SWR1-TAP::HIS3MX6</i>                                                                                     | BY4741         | Open Biosystems |
| yJG336 | Bdf1-TAP <i>yaf9Δ</i>   | MATa <i>his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 BDF1-TAP::HIS3MX6 yaf9::KANMX4</i>                                                                        | BY4741         | This study      |
| yJG156 | <i>bdf1Δ</i>            | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf1::KANMX4</i> /"                                    | SK1            | This study      |
| yJG391 | <i>bdf2Δ</i>            | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf2::KANMX4</i> /"                                    | SK1            | This study      |

|        |                                               |                                                                                                                                                              |     |                      |
|--------|-----------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|----------------------|
| yJG426 | <i>yaf9</i> Δ                                 | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>yaf9::KANMX4</i>                                                     | SK1 | This study           |
| yJG427 | <i>swr1</i> Δ                                 | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>swr1::KANMX4</i>                                                     | SK1 | This study           |
| yJG441 | <i>bdf2-bd1</i> Δ-<br><i>bd2</i> Δ-TAP        | MATa/alpha ura3-SK1/" leu2::hisG/" trp1::hisG/" lys2/" ho::LYS2/" met4-445/" <i>his3</i> Δ/" <i>bdf2-BD1</i> Δ- <i>BD2</i> Δ-TAP::HIS3/"                     | SK1 | This study           |
| yJG442 | <i>bdf2-ET</i> Δ-<br>TAP                      | MATa/alpha ura3-SK1/" leu2::hisG/" trp1::hisG/" lys2/" ho::LYS2/" met4-445/" <i>his3</i> Δ/" <i>bdf2-ET</i> Δ-TAP::HIS3                                      | SK1 | This study           |
| yJG438 | <i>bdf1-ET</i> Δ                              | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf1-ET</i> Δ::TRP1                                                  | SK1 | This study           |
| yJG529 | ER <i>bdf1</i> -<br>Y187F-<br>Y535F           | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4 ura3-SK1/" ho::LYS2/" pGPD1-<br>GAL4(848).ER::URA3/" GAL-NDT80::TRP1/" <i>bdf1</i> -Y187F-Y535F::TRP1/" | SK1 | This study           |
| yJG530 | ER<br><i>BDF1</i> ::TRP1                      | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4 ura3-SK1/" ho::LYS2/" pGPD1-<br>GAL4(848).ER::URA3/" GAL-NDT80::TRP1/" <i>BDF1</i> ::TRP1/"             | SK1 | This study           |
| yJG535 | <i>bdf1</i> -Y187F-<br>Y354F-HA               | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>bdf1</i> -Y187F-Y354F-HA::KANMX4/"                                   | SK1 | This study           |
| yJG536 | <i>Bdf1</i> -HA                               | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>BDF1</i> -HA::KANMX4/"                                               | SK1 | This study           |
| yJG521 | <i>BDF1</i> ::TRP1<br><i>sum1</i> Δ           | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>sum1</i> Δ::KANMX4/ <i>BDF1</i> ::TRP1/"                             | SK1 | This study           |
| yJG522 | <i>bdf1</i> -Y187F-<br>Y354F<br><i>sum1</i> Δ | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>sum1</i> Δ::KANMX4/" <i>bdf1</i> -Y187F-Y354F::TRP1/"                | SK1 | This study           |
| yJG523 | <i>BDF1</i> ::TRP1<br><i>hst1</i> Δ           | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>hst1</i> Δ::KANMX4/" <i>BDF1</i> ::TRP1/"                            | SK1 | This study           |
| yJG524 | <i>bdf1</i> -Y187F-<br>Y354F <i>hst1</i> Δ    | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>hst1</i> Δ::KANMX4/" <i>bdf1</i> -Y187F-Y354F::TRP1/"                | SK1 | This study           |
| yJG493 | <i>sum1</i> Δ                                 | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>sum1</i> Δ::KANMX4/"                                                 | SK1 | Ed Winter<br>(ALY50) |
| yJG496 | <i>hst1</i> Δ                                 | MATa/alpha leu2::hisG/" trp1::hisG/" lys2-SK1/" his4- N/his4-G ura3-SK1/" ho::LYS2/" <i>hst1</i> Δ::KANMX4/"                                                 | SK1 | Ed Winter<br>(ALY27) |

# Supplementary material for: Bdf1 Bromodomains Are Essential for Meiosis and the Expression of Meiotic-Specific Genes
**Source:** PLoS Genet. 2017 Jan 9;13(1):e1006541. doi: 10.1371/journal.pgen.1006541
**Supplement:** S3 Table

**Table S3. List of plasmids.**

| <b>Name</b> | <b>Description</b>                 | <b>Backbone</b> | <b>Source</b> |
|-------------|------------------------------------|-----------------|---------------|
| pJG75       | GST Sc Bdf1 Bd1 (residues 132-263) | pGEX4t1         | This study    |
| pJG76       | GST Sc Bfd1 Bd2 (residues 317-430) | pGEX4t1         | This study    |
| pJG77       | GST Bdf1 Bd1-Y187F                 | pJG75           | This study    |
| pJG78       | GST Bdf1 Bd2-Y354F                 | pJG76           | This study    |
| pJG96       | GST Brd4 Bd1 (residues 22-204)     | pGEX4t1         | This study    |
| pJG109      | GST Bdf1 Bd2-Y338W                 | pJG76           | This study    |

# Supplementary material for: Bdf1 Bromodomains Are Essential for Meiosis and the Expression of Meiotic-Specific Genes
**Source:** PLoS Genet. 2017 Jan 9;13(1):e1006541. doi: 10.1371/journal.pgen.1006541
**Supplement:** S4 Table

**Table S4. List of primers.**

| Name    | Usage     | Description        | Sequence                        | Source                    |
|---------|-----------|--------------------|---------------------------------|---------------------------|
| prJG247 | RT-qPCR   | <i>IME1</i> ORF R  | TTATAGATGAACCTCAGGTGCCCTCC      | Govin et al, 2010 NAR     |
| prJG248 | RT-qPCR   | <i>IME1</i> ORF F  | GGTGGTGATTTTTCAACGTCGAAGGC      | Govin et al, 2010 NAR     |
| prJG249 | RT-qPCR   | <i>IME2</i> ORF F  | CAAGCATTGATTTTTGCAGGTATAA       | Govin et al, 2010 NAR     |
| prJG250 | RT-qPCR   | <i>IME2</i> ORF R  | CTGCGGGCAATTTTGTGTA             | Govin et al, 2010 NAR     |
| prJG605 | RT-qPCR   | <i>NDT80</i> ORF F | GGAAGAGGATACGCCTGTTATC          | This study                |
| prJG606 | RT-qPCR   | <i>NDT80</i> ORF R | GAGGTCCCCTTTGAACTGTAG           | This study                |
| prJG253 | RT-qPCR   | <i>DIT2</i> ORF F  | TCGTCAAAATGTTGGAGCCC            | Govin et al, 2010 NAR     |
| prJG254 | RT-qPCR   | <i>DIT2</i> ORF R  | TTGGAGAACTACAGAAATGCTGTG        | Govin et al, 2010 NAR     |
| prJG578 | RT-qPCR   | <i>SMK1</i> ORF F  | CCAACCAACCGTATAGTAAGTCCGTAG     | This study                |
| prJG579 | RT-qPCR   | <i>SMK1</i> ORF R  | CGAGCATAGAATTCTGCAAGAATGCACC    | This study                |
| prJG580 | RT-qPCR   | <i>SSP1</i> ORF F  | AAAAGTACGCAAAAGCAAGGGA          | This study                |
| prJG581 | RT-qPCR   | <i>SSP1</i> ORF R  | CAGTATCTTCATGCTTTTCGCCT         | This study                |
| prJG251 | RT-qPCR   | <i>NUP85</i> ORF F | CAGCAAAGAGTTTTCTGCATACGTATCAGG  | Govin et al, 2010 NAR     |
| prJG252 | RT-qPCR   | <i>NUP85</i> ORF R | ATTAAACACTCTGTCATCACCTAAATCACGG | Govin et al, 2010 NAR     |
| prJG883 | qPCR-ChIP | <i>IME1</i> PR F   | TGCTTCCCTTGTAGTTCGGTA           | This study                |
| prJG884 | qPCR-ChIP | <i>IME1</i> PR R   | ATCTTTAACAATACTACTGGTCGATTT     | This study                |
| prJG881 | qPCR-ChIP | <i>IME2</i> PR F   | TTTTCCAATATCACTCAACGAGAA        | This study                |
| prJG882 | qPCR-ChIP | <i>IME2</i> PR R   | ACAGCCACCTTAACCGACTG            | This study                |
| prJG877 | qPCR-ChIP | <i>AMA1</i> PR F   | GCGTCAATGCCTCTATGTCA            | This study                |
| prJG879 | qPCR-ChIP | <i>AMA1</i> PR R   | TCCAAGGATTAAAGTGTTCTTTGAG       | This study                |
| prJG879 | qPCR-ChIP | <i>NDT80</i> PR F  | TACTTCCGCGGCTATTTGAC            | This study                |
| prJG880 | qPCR-ChIP | <i>NDT80</i> PR R  | CAACCGTTCTGGAGCTTTGT            | This study                |
| prJG58  | qPCR-ChIP | <i>IME2</i> ORF F  | GCCTAAAAATGGTCACCAAACTATAT      | Govin et al, 2010 NAR     |
| prJG59  | qPCR-ChIP | <i>IME2</i> ORF R  | GCCACTACACCTTGTGTCTTTGTT        | Govin et al, 2010 NAR     |
| prJG182 | qPCR-ChIP | <i>DED1</i> F1     | AAGAGATGGAGGAACGGGAAA           | Govin et al, 2010 G&D     |
| prJG183 | qPCR-ChIP | <i>DED1</i> R1     | CCACTTGCCACCTATCACCAC           | Govin et al, 2010 G&D     |
| prJG194 | qPCR-ChIP | <i>GUA1</i> F      | TATGCTGAGATGTTGCCATGC           | Govin et al, 2010 G&D     |
| prJG195 | qPCR-ChIP | <i>GUA1</i> R      | AGTCCAGCCCAACTCAGAGATC          | Govin et al, 2010 G&D     |
| prJG929 | qPCR-ChIP | F IntV             | TAAGAGGTGATGGTGATAGGCGT         | Wyce et al, 2007 Mol Cell |
| prJG930 | qPCR-ChIP | R IntV             | CCCTCGGGTCAAACACTACAC           | Wyce et al, 2007 Mol Cell |

How the deposited data were processed for this re-analysis (not part of the article)

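RNA-seq counts were analysed for 18 samples of diploid SK1 yeast, WT and *bdf1-Y187F-Y354F*, at 0, 4 and 8 h after the induction of sporulation, with 3 biological replicates per strain and time-point. Strain, time-point and replicate were taken from the sample titles and descriptions, and replicates were numbered by the last part of the title. The authors extracted total RNA, isolated poly(A)+ RNA, sequenced single 50-base reads, trimmed them with Trimmomatic, aligned them with Bowtie2 to genome build R64 and counted them with HTSeq-count, and deposited the raw counts per gene and per intron without normalization. The authors had added introns to the annotation as features of their own. Each file holds 7473 features, of which 347 are introns, and 5 special counters that were left out of all tests. The reference used for positions and promoters has the same build as the authors' alignment.

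Between 3011885 and 6573731 reads per sample were counted on features (median 4704195), out of 3896016 to 8426636 reads (median 6035093.5). A gene with 10 reads has a counting error near 30% of its value in a single sample, so that small changes of such genes are not resolved. The *AMA1* intron, with at most 32 reads per sample, is limited in this way.

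Counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3, limma 3.58.1). The low-count filter filterByExpr left 6010 genes and 124 introns. A single quasi-likelihood model with robust dispersions was fitted to all 18 samples in 6 groups. Contrasts compared the mutant with WT at each time-point, each later time-point with 0 h within a strain, and the mutant effect at 8 h with that at 4 h. A gene passed the threshold with a Benjamini-Hochberg adjusted p-value below 0.05 and a change above 2-fold. Introns were in the fit but were not counted as genes. Standard errors of log2 fold changes were taken as the log2 fold change divided by the square root of the F statistic. Normalized counts are counts divided by the effective library size, on the scale of the mean library. Genes named singly were chosen by a rule. They are the genes that the paper names in its RNA-seq results and, at 4 and 8 h, the 5 largest increases and 5 largest decreases past the threshold with all mutant replicates on the same side of all WT replicates. At 0 h they are up to 5 genes by the same rule. *TRP1* and *LSR1* were added after the data had been seen.

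Sample distances were Pearson's correlations of log2 counts per 1e6 counts with 1 added, clustered with average linkage, and the principal component analysis used the 500 most variable features. Introns were compared with an exact permutation test of sample means of log2 normalized counts with 0.5 added, over introns with a mean of at least 5 normalized counts. Promoters were the 500 bp upstream of the start codon, and each hexamer and its reverse complement were compared between gene sets with Fisher's exact test and Benjamini-Hochberg adjustment. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

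The groups share replicate numbers, but the paper does not say whether equal numbers were handled together. The residuals of samples with equal numbers in different groups had a mean correlation of -0.0362 over 45 pairs, against 0.0169 over 90 pairs with different numbers. The main model therefore has no replicate term, and a model with the replicate number as a block was run as an alternative. The correlations pool pairs within and between strains, and the block joins equal numbers of both strains. Whether a culture was sampled at several time-points was thus not tested by itself, and such sampling was not modelled. The code was tested on simulated data with 200 changed genes. The planted changes were all well past 2-fold, with as many up as down, and the simulated groups had no other differences. The main model recovered 197 (98.5%) with 2 wrong calls, DESeq2 198 (99%) with 6, and the model with the block 197 (98.5%) with 2. The simulation does not show how well genes near 2-fold, or samples that differ in most genes, are called. The hexamer test found a hexamer planted in random promoters.

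The alternatives tried were DESeq2 1.42.0 with its default settings, size factors from the median ratio (RLE), no filter on low counts, at least 10 counts in every sample, only the 6 samples of the comparison, the replicate block, no threshold on the fold change, a test against a minimum change of 2-fold, only protein-coding genes, and leaving out each sample in turn. For introns the count minimum, the pseudocount and the use of intron counts relative to the gene were varied. For sample distances the correlation and the features were varied, and for hexamers the promoter length and the gene list. DESeq2 with shrunken fold changes, and counts without the genes of chromosome II, were chosen after the data had been seen.

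Terms of the Gene Ontology were not tested, since no annotation of genes to terms was used here. The matrices of Pscan, the MORPHEUS tool and the earlier list of Ndt80 targets were not available, and the 5 reporter introns are not named in the text of the paper. RT-qPCR, protein, chromatin and phenotype experiments are not in the files analysed here.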

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

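The comparisons, tests, thresholds, rule for named genes and alternatives were set before the processed files arrived, apart from the additions named as made after seeing the data. The other explanations examined below were written down before their tests, except those for library size, for RNA without a poly(A) tail, for *TRP1*, for the normalized counts of S5 Table and for copy number and chance on chromosome II, which were written after the results had been seen.

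**Genes whose mutant effect differs between 4 and 8 h.** The paper compares the strains at each time-point and does not test whether the mutant effect changes between time-points. That change passed the threshold for 534 genes, 149 upward and 385 downward. The genes listed here are those named in the text with an adjusted p-value below 0.05 for this change. It was negative, with the mutant lower relative to WT at 8 h than at 4 h, for *DIT1* (-5.535 on the log2 scale), *DIT2* (-3.593), *AMA1* (-1.458), *RAS2* (-1.103), *RFM1* (-1.393), YDL218W (-5.711), YLR012C (-4.355) and *SDD1* (-3.187). It was also negative for the APC subunits *CDC27* (-2.349), *CDC16* (-1.531), *APC5* (-1.387), *SWM1* (-1.099) and *CDC23* (-1.072). It was positive for *SSP1* (1.664), *SPO19* (3.444), *PFS1* (3.985), *IRC18* (3.742), YFL012W (3.7) and *RUF22* (5.705), whose deficit in the mutant at 4 h was partly made up by 8 h. It was positive as well for *MND2* (1.018), *CUP9* (0.6074), *THI2* (0.9933) and *TRP1* (0.5893). The RNAs *SNR52* (-3.469), *RPR1* (-1.897) and *LSR1* (-1.653) were in excess in the mutant at 4 h and less so at 8 h. For *NDT80* itself the change was 0.6096 and did not pass (adjusted p = 0.296 in edgeR).

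Of 100 splits of the samples, 4 gave as many genes, the real one included, and the largest of the others gave 1151. Splits that exchange the strain names at a single time-point turn the contrast into a sum of the 2 mutant effects, so a large number is built into them. The change followed neither GC content (Spearman's rho 0.0654) nor gene length (rho 0.05) over protein-coding genes. Counted reads did not separate the strains at 8 h (exact permutation test, p = 0.5). With size factors from the median ratio, which a few abundant genes cannot dominate, the number was 550. Of these genes 78 changed upward and 472 downward, so the total hardly depends on the size factors but the split by direction does. Reads shared between paralogs and differences between library batches were not tested, so no explanation is singled out.

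**Genes that differ before sporulation.** The 86 genes at 0 h were met by at most 22 in the other splits, and 1 of the 10 splits of the 6 samples, the real one, gave as many. With 10 splits the share cannot fall under 0.1. The fold changes followed neither GC content (rho 0.0143) nor gene length (rho 0.00969), and counted reads did not separate the strains (exact permutation test, p = 0.8). If the mutant cultures had been at another stage of the program at 0 h, the mutant effect would follow the change from 0 to 4 h in WT. The mean rho over the genes was -0.158, from -0.307 to -0.0237 over the choices of WT replicates, which leaves that explanation open. A gain or loss of a whole chromosome was looked for through the chromosome medians. The largest, on chromosome II, was -0.373, between the sizes set beforehand for a change and for none, and the differences at 0 h cannot be told apart from it in full. Only 11 of the 86 genes lie on that chromosome.

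**Genes of chromosome II are lower in the mutant.** The paper does not report expression by chromosome. The median log2 fold change of 395 genes on chromosome II was -0.373 at 0 h, -0.399 at 4 h and -0.321 at 8 h. On any other chromosome it was at most 0.0727 in size at 0 h, 0.169 at 4 h and 0.162 at 8 h. At 0 h 338 of the 395 genes (85.6%) were lower in the mutant, against 50.4% of the genes elsewhere. These shares were 79.2% and 53.5% at 4 h, and 67.8% and 45.1% at 8 h. All 10 windows of 40 genes along the chromosome had a negative median at 0 h. Relative to the mutant mean, the WT replicates stood at 0.318, 0.357 and 0.415, and all mutant replicates lay below all WT replicates (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). Random sets of as many genes did not reach the median (permutation test, p = 0.0001, the smallest that 10000 draws can give), and the median GC content of chromosome II genes differed from the others by only 0.09 percentage points. A candidate explanation is a difference in the copy number of chromosome II, with 3 copies in the mutant against 4 in WT giving -0.42, 2 against 3 giving -0.58, or a mixture of cells. DNA content was not measured in these files, so this remains a hypothesis. Without the genes of chromosome II, an alternative chosen after seeing the shift, 75, 403 and 958 genes differed at 0, 4 and 8 h.

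**RNAs without a poly(A) tail are higher in the mutant at 4 h.** The paper's Introduction cites an early description of Bdf1 as a regulator of snRNA. Its RNA-seq results do not discuss RNAs without a poly(A) tail. At 4 h the median log2 fold change of 52 snoRNAs and snRNAs of RNA polymerase II was 1.11, and 92.3% of them were higher in the mutant. The medians were 0.194 at 0 h and 0.429 at 8 h. The rise is thus not confined to transcripts of RNA polymerase III. All tRNAs, snoRNAs, snRNAs and the RNAs of SRP, RNase P and RNase MRP together took 0.168% of the counts in the mutant at 4 h and 0.035% in WT. Reads with low mapping quality, which include those from repeated genes such as rRNA, made up 8.04% to 8.92% in the mutant and 5.04% to 6.55% in WT. At 0 h, however, these reads made up 7.81% to 8.23% in the mutant and 7.77% to 8.74% in WT. The small RNAs took only 0.0834% and 0.0751% of the counts there. Across time-points the reads with low mapping quality thus do not follow the small RNAs, and they are no direct measure of carry-over. At 8 h the small RNAs took 0.164% in the mutant and 0.0591% in WT, and the reads with low mapping quality 7.45% to 8.84% and 4.66% to 7.18%. Between the strains, both measures were higher in every mutant sample than in every WT sample at 4 and 8 h. At 0 h the strains overlapped in both. Carry-over of RNA without a poly(A) tail in the mutant libraries was not measured directly, and it and a change in the cells cannot be told apart here.

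**Introns that are higher in the mutant at 4 h.** The paper compares all introns only in vegetative cells. At 8 h 11 introns were higher in the mutant past the threshold and 3 were lower. At 4 h 13 introns were higher and 0 were lower. Their median difference to the host genes was 0.523 on the log2 scale, but they were selected for their own rise and the host genes were not, so a positive difference is built in and higher expression of the host genes is not excluded. Of these introns, 0 belong to a gene that holds a snoRNA, so snoRNAs inside the introns are not the source. Of 115 introns with a tested host gene, 58.3% were higher after subtracting the host gene, short of the general shift that carry-over of unspliced RNA would give. Their median difference to the host gene was 0.0917, and over all introns relative to their genes the mean log2 ratio at 4 h was 0.111 (exact permutation test, p = 0.3). Batches of libraries were not tested. The pattern cannot be told apart from higher expression of the host genes.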

How the results depend on the processing

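Of 51 main results, 15 were unchanged under every alternative that gave a value for them. The test against a minimum change of 2-fold and the adjusted p-value alone gave no values for single genes. The filter of at least 10 counts in every sample gave none for *AMA1*, *DIT1* and *DIT2*. A count was taken as unchanged within 1.5 times its main value, a tested gene if its direction and the side of its adjusted p-value stayed, and a value without a test if it moved by no more than 1 SD between replicates or pairs. The unchanged results are the values of *BDF1* at all time-points, *BDF2* at 4 and 8 h, *NDT80* at 4 h, and *AMA1*, *DIT1* and *DIT2* at 8 h. They also include introns at 0 h, the most enriched hexamer and the genes that rise in WT by 8 h. Several results stayed within these bounds only because the bounds are wide. The genes that rise in WT by 8 h went from 1337 to 1983 with the adjusted p-value alone. The log2 ratio of introns at 0 h went from -0.169 to -0.0522 without a count minimum, against an SD of 0.575 between WT replicates. The *AMA1* intron at 4 h went from -0.3135 to 0.2102 per 100 counts of the gene, so its sign is not determined. The correlation between strains at 8 h went from 0.9157 to 0.895 with protein-coding genes only. The genes that rise in WT by 8 h and do not pass in the mutant went from 388 to 501 with DESeq2. Over all results and alternatives, 2676 of 2968 values were unchanged. Among 2175 values outside the main results, 192 changed, 105 of them weaker, 35 stronger, 51 reversed and 1 moved. The value that moved is the percent of variance on component 1.

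The threshold on the fold change had the largest effect, since many genes lie near 2-fold. A test against a minimum change of 2-fold, which asks for the whole error to lie beyond the threshold, left 8 (2 up and 6 down) genes between strains at 0 h, 77 (28 up and 49 down) at 4 h and 268 (85 up and 183 down) at 8 h, and 1533 (730 up and 803 down) in WT at 4 h. It left 694 genes down in the mutant at 8 h against 0 h, 32 (2 up and 30 down) for the change of the mutant effect, and 219 down at 4 or 8 h. Of the genes that rise in WT by 8 h, 158 were lower in the mutant than in WT at 8 h. Of the same genes, 341 did not rise past the threshold in the mutant. APC subunits were 4, of which 4 past 2-fold, and the listed Ndt80 targets 28.65%. With the adjusted p-value alone, the numbers were 218 (74 up and 144 down), 1417 (610 up and 807 down) and 2678 (1349 up and 1329 down) between strains, 3979 (1945 up and 2034 down) in WT at 4 h and 4180 in WT at 8 h, with 2197 down. In the mutant they were 3929 (2004 up and 1925 down) at 4 h and 3950 (2143 up and 1807 down) at 8 h. The change of the mutant effect gave 1170 (555 up and 615 down), and 1770 genes were down at 4 or 8 h.

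With DESeq2, 94 genes had an upward change of the mutant effect, and 98.68% of the listed Ndt80 targets were down. With shrunken fold changes, an alternative chosen after seeing the data, these were 88 and 99.06%, and with RLE size factors 78 and 99.81%. The size factors differ from TMM by a shift common to all genes at 8 h, which could move genes near 2-fold across the threshold. Within these alternatives *SWM1* at 0 h reversed to 0.002608, 0.002883 and 0.002023, and *ROX1* at 8 h to -0.07874, -0.07732 and -0.07902, all near 0.

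Filters change which genes share the dispersion trend and the adjustment. Without a low-count filter, the Ndt80 share was 96.6% and *ROX1* at 8 h was -0.05246. *BDF2* at 0 h was then 0.5809, with an adjusted p-value no longer below 0.05 (adjusted p = 0.0594 in edgeR). With at least 10 counts in every sample, 45 genes were down at 0 h, 286 differed at 4 h with 101 down, 71 had an upward change of the mutant effect, the Ndt80 share was 95.62% and *ROX1* at 8 h -0.04914. That filter removes genes silent at 0 h, which could explain the loss of genes down at 4 h. With protein-coding genes only, the values were 89 upward changes, 96.36%, *ROX1* -0.05013, and correlations between strains of 0.9625 at 0 h and 0.9415 at 4 h. Spearman's correlation gave 0.9619 and 0.9427.

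The error estimate also changed the results at 0 h. With only the 6 samples of the comparison, 10 (2 up and 8 down) genes differed at 0 h. *BDF2* at 0 h was 0.5657, with an adjusted p-value no longer below 0.05. *NDT80* at 8 h was -1.015 and fell just short. *AMA1* at 4 h was -0.5656, below 2-fold, but its adjusted p-value was then below 0.05. The Ndt80 share was 81.47% and *SUM1* at 4 h reversed to 0.02663. WT replicates at 0 h are the least alike of all groups, so a dispersion from those samples alone could hide changes that the joint fit finds. With the replicate number as a block, 68, 437 and 1026 genes differed at 0, 4 and 8 h. *BDF2* at 0 h was 0.5786, with an adjusted p-value no longer below 0.05. The block takes up degrees of freedom, and the pooled check of pairing gave no sign that equal numbers belong together. That check did not examine the time-points of a strain by themselves.

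Leaving out each sample in turn changed the numbers at 0 h the most, from 51 to 325 genes (11 to 98 up and 36 to 227 down). It gave 335 to 755 genes for the change of the mutant effect (65 to 250 up), 74.42 to 97.89% for the Ndt80 share, 0.4819 to 0.6886 for *BDF2* at 0 h, -1.55 to -1.035 for *DIT1* at 4 h and -0.5692 to 0.002626 for *DIT2* at 4 h. The sign of some genes reversed in these fits, none of which had passed the threshold in the main fit at that time-point. At 0 h these were CUP2 -0.2349 to 0.3858, ROX1 -0.58 to 0.01436, RFM1 -0.09658 to 0.01953, CDC23 -0.2193 to 0.06842, SWM1 -0.172 to 0.1077, SNR6 -0.886 to 0.238, SPL2 -0.009988 to 0.1118, SMK1 -0.1716 to 0.2813, APC9 -0.2293 to 0.2756, YDR215C -0.3172 to 0.2864, RUF22 -0.003196 to 3.682, SSP1 -0.1081 to 0.4208, RPR1 -0.0159 to 0.3718, APC4 -0.1559 to 0.2149, DOC1 -0.199 to 0.03736, MND2 -0.152 to 0.09543. At 4 h these were SUM1 -0.05445 to 0.03798, DIT2 -0.5692 to 0.002626, RAS2 -0.1939 to 0.01467. At 8 h these were YFR054C -0.6864 to 0.03933, ROX1 -0.1818 to 0.1966, IME2 -0.1908 to 0.1007, DOC1 -0.186 to 0.05197.

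Depth limits the *AMA1* intron. Its log2 ratio at 8 h was -1.284 as normalized counts and 0.8023 per 100 counts of the gene, because the gene itself is lower in the mutant. The edgeR fit calls the intron lower at 8 h (adjusted p = 0.0313 in edgeR), but that fit does not set it against the gene. Per 100 counts of the gene, every mutant replicate lay above every WT replicate at 8 h. The exact permutation test gave p = 0.1, the smallest that 3 samples against 3 allow. With that limit and so few reads, a change in splicing is neither shown nor excluded. The alternative list for Gene Ontology terms was not run, since those terms were not tested.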

Differences from the paper's values

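For genes that differ between the strains at 0 h, the paper gives 0 and the count here was 86. None of the alternatives set before the files arrived closed the gap. The lowest counts were 8 in a test against a minimum change of 2-fold and 10 with only the 6 samples at 0 h, and DESeq2 gave 117.

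For genes upregulated in WT at 4 h, the paper gives 267 and the count here was 1111, and for those downregulated the paper gives 206 and the count here was 1245. None of the alternatives set before the files arrived closed either gap, and the lowest counts were 730 and 803, in a test against a minimum change of 2-fold. At 8 h the paper gives 343 upregulated genes against 1337 here, which no alternative set beforehand closed. The paper gives 755 downregulated genes at 8 h against 1316 here. A test against a minimum change of 2-fold gave 878, within the margin, and none of the other alternatives set beforehand did. DESeq2 gave 1183 and 1213 at 4 h, and 1487 and 1208 at 8 h. The paper's upregulated and downregulated genes in WT add up to 473 at 4 h and 1,098 at 8 h, the same totals that the paper gives for the mutant against WT. The paper's lists for the mutant against WT in S5 Table, as available here, hold 264 upregulated and 204 downregulated genes at 4 h, and 339 and 754 at 8 h. In that comparison DESeq2 gave 252 and 214 genes at 4 h, and 337 and 768 at 8 h, here.

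For normalized counts at 8 h, S5 Table of the paper gives larger values than the means computed here. For *DIT1* the paper gives 372.44 in the mutant and 32718 in WT, against 111.9 and 12585 here. For *DIT2* the paper gives 227.1 and 2479.9, against 66.95 and 953 here. For *BDF2* the paper gives 20608 and 7034.3, against 5943 and 2689 here. These counts have no alternative in the tables computed here.

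The paper states that samples cluster by strain and time-point. Here the 6 samples at 0 h stayed in a single cluster when the tree was cut into 6, with a mean correlation of 0.9677 between strains, 0.9562 among WT replicates and 0.9909 among mutant replicates. The paper states that *NDT80* fails to be induced in the mutant. Here it rose 69.6-fold from 0 to 8 h in the mutant, against 118-fold in WT, and stayed lower than in WT. The paper states that *NDT80* is expressed far above the other factors during meiosis. Here *CUP9*, with 1784 normalized counts, was above *NDT80*, with 1143, in WT at 4 h. The paper states that the transcription programs are alike at 0 h. Here *IME1* had a log2 fold change of -1.713 at 0 h (adjusted p = 0.00581 in edgeR), and -1.729 with only the 6 samples at 0 h, where it did not pass (adjusted p = 0.181 in edgeR).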

Other observations

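***SMK1* and *SSP1*.** The paper reports these genes by RT-qPCR. In the RNA-seq counts *SMK1* had 279.3 ± 137 normalized counts (SD, n = 3) in WT and 74.54 ± 3.74 in the mutant at 4 h (log2 fold change -1.912, standard error 0.357, adjusted p = 0.00138 in edgeR), and 5620 ± 1600 and 2550 ± 739 at 8 h (log2 fold change -1.141, standard error 0.328, adjusted p = 0.0102 in edgeR). *SSP1* had 466.2 ± 215 and 57.54 ± 2.26 at 4 h (log2 fold change -3.021, standard error 0.339, adjusted p = 3.87e-05 in edgeR), and 7797 ± 1660 and 3045 ± 691 at 8 h (log2 fold change -1.356, standard error 0.303, adjusted p = 0.00189 in edgeR). In all 4 comparisons the 3 mutant replicates lay below the 3 WT replicates. From 4 to 8 h the mutant rose 34.2-fold for *SMK1* and 52.9-fold for *SSP1*.

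**Other splits of the samples.** For the comparisons of the mutant with WT, 1 of the 10 splits at 4 h and 1 of 10 at 8 h gave as many genes, in each case only the real one, and no other split gave any gene. The comparisons with 0 h gave 1 of 10 in WT at 4 h, 1 of 10 in WT at 8 h, 1 of 10 in the mutant at 4 h and 1 of 10 in the mutant at 8 h. The genes that rise in WT and are lower in the mutant at 8 h gave 1 of 10. With 10 splits, a share under 0.1 cannot occur. Over 100 draws of splits at both time-points, 1 gave as many genes down at 4 or 8 h (largest other 602). For APC subunits 1 gave as many (largest other 11), and for the share of the listed Ndt80 targets 1 as large a share (largest other 74.42%). Splits that keep the strains whole at a single time-point could be drawn, so large values are built into them. The median of the other draws was 0 for each of these results.

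**A delay of the program.** On principal components 1 and 2 the mutant at 8 h lies between WT at 4 h and WT at 8 h. On component 3, which held 1.8% of the variance, it had a mean of -10, outside 7.1 in WT at 4 h and 5.4 in WT at 8 h. For 1112 genes that rise in WT from 4 to 8 h, the mutant at 8 h had reached a median share of 0.52 of the WT change, with 0.583, 0.452 and 0.505 in its replicates. The interquartile range of the shares was 0.392, against 0.165 for a left-out WT replicate, a ratio of 2.37. The prediction written beforehand took a wide spread as evidence against a uniform delay. Genes induced at different times reach different shares under a delay as well, so the spread does not decide, and a delay of the program is not excluded. Genes with CACAAA in the promoter had a median share of 0.544, and those without it 0.464, a difference that was not tested.

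***TRP1* and *BDF1*.** The paper's strain table gives *TRP1* as the marker of the *bdf1-Y187F-Y354F* allele and also lists a diploid *BDF1::TRP1* strain. The paper does not name the strain sequenced as WT, so the marker may be present in WT as well. *TRP1* had 229.6 ± 16.5, 249.8 ± 12 and 116.4 ± 20.4 normalized counts (SD, n = 3) in WT and 696.2 ± 32.2, 542.3 ± 17.9 and 381.1 ± 51 in the mutant at 0, 4 and 8 h. The log2 fold change was smallest at 4 h, 1.117, and 3 of 3 mutant replicates were above 3 of 3 WT replicates at each time-point (adjusted p = 4.53e-05 at 4 h in edgeR). The higher *BDF1* transcript may thus reflect the marked locus, for example its copy number or the strain's construction, rather than a response of the cell, or both. These counts cannot tell the alternatives apart, and the prediction was written after the values had been seen.

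**Normalized counts of S5 Table.** In all 6 groups, 1997 of 1997 values in S5 Table equal the sum of the counts of the 3 replicates divided by the size factor of the first of them. The values are then larger than the mean by 2.137, 2.457 and 2.541 times in WT and 2.206, 2.484 and 3.614 times in the mutant at 0, 4 and 8 h. At 8 h the ratio of mutant to WT in these columns is thereby raised 1.42-fold, while the log2 fold changes of the table are not affected. The prediction was written after the values had been seen.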
